# WDR82 suppresses breast cancer progression by inhibiting ERK-driven chemokine expression and neutrophil infiltration

**DOI:** 10.7150/ijbs.135015

**Published:** 2026-05-29

**Authors:** Qinyi Yu, Jiang Yang, Fengjiao Lu, Wenxiu Liu, Zeyao Han, Yuanchao Bao, Xiaorui Xu, Jialei Xu, Wanfeng Gao, Boyi Cong, Yangyang Chai, Xuetao Cao

**Keywords:** breast cancer, WDR82, antitumor effect, immunosuppressive TME, neutrophil, chemokines, MEK1/2, ERK

## Abstract

Elucidating tumor-intrinsic mechanisms orchestrating immunosuppressive tumor microenvironment (TME) and cancer immunoevasion is essential for overcoming cancer immunotherapy resistance and developing novel therapeutic strategies. WDR82, a member of the WD-40 protein family, exhibits context-dependent regulation of cancer with undefined role in breast cancer and immunosuppressive TME. Here we identify WDR82 as a critical tumor suppressor governing immune surveillance by restraining the ERK-chemokine-neutrophil axis. WDR82 expression is downregulated in human breast cancer and correlates with poor prognosis. Although WDR82 promotes tumor cell proliferation *in vitro*, it suppresses tumor growth *in vivo* exclusively in immunocompetent hosts by enhancing neutrophil infiltration and CD8⁺ T cell exhaustion, creating an immunosuppressive TME. Neutrophil depletion abolishes WDR82's tumor-suppressive effect, confirming the functional dependency on this axis. Mechanistically, WDR82 directly binds MEK1/2 to disassemble c-RAF-MEK binding and inactivate ERK signaling. *Wdr82* deletion restores ERK-dependent tumor cell CXCL2 and CXCL7 production to promote CXCR2-mediated neutrophil recruitment in the TME. Importantly, intratumoral WDR82-expressing adenovirus delivery reverses neutrophil accumulation and T cell exhaustion, suppressing tumor progression. Our findings uncover a previously unrecognized mechanism by which WDR82 suppresses MEK-ERK signaling, ERK-dependent chemokines production and neutrophil infiltration, consequently relieving immunosuppressive TME. This work establishes a promising therapeutic strategy for breast cancer.

## Introduction

Breast cancer remains the leading cause of cancer-related mortality among women worldwide, with its incidence projected to rise substantially over the coming decades^1^. Although significant advances have been made in targeted therapies and immunotherapies^2^-^5^, the challenges persist, particularly in triple-negative breast cancer (TNBC) which lacks effective therapeutic targets and is characterized by a highly immunosuppressive TME^6^, ^7^. Identifying novel molecules that simultaneously suppress tumor cell-intrinsic properties and remodel the TME represents a promising strategy for designing new therapeutic approaches and improving therapeutic outcomes^8^-^11^.

WDR82, a core component of the SET1/COMPASS complex, has been implicated in diverse biological processes including epigenetic regulation, transcription termination, and cellular reprogramming^12^-^16^. Emerging evidence points to its context-dependent roles in cancer: while WDR82 promotes tumor proliferation in pediatric high-grade glioma via H3K4me3-mediated cyclin D1 activation^17^, it is significantly downregulated in colorectal and lung cancers and correlates with poor prognosis^18^-^20^. These observations suggest that WDR82 may function as either an oncogene or a tumor suppressor depending on the tumor type. However, its expression pattern, biological function, and potential role in modulating the immune landscape and affecting therapeutic outcome in breast cancer remain entirely unexplored.

Neutrophils, one of the most abundant immune cells in the TME, exert dual functions in tumor progression^21^. Accumulating evidence shows that tumor-associated neutrophils (TANs) predominantly acquire a pro-tumorigenic (N2) phenotype, promoting angiogenesis, immunosuppression, and resistance to both chemotherapy and immunotherapy^22^-^25^. Given the critical role of the TME in dictating breast cancer progression and treatment response^21^, ^26^, ^27^, understanding how tumor cell-intrinsic alterations influence neutrophil recruitment and polarization in TME is an important issue, which needs to be addressed.

By performing *in vivo* genome-wide CRISPR-Cas9 screening in mouse TNBC model, we previously uncovered numerous hits with tumor promoting potential, such as cancer cell CD28 promoting cancer immune escape, or tumor constraining potential, among which WDR82 stood out as a top candidate with tumor suppressor property^28^. In this study, we report that WDR82 suppresses breast cancer by governing neutrophil infiltration through disrupting ERK-CXCL signaling axis. By integrating clinical specimen analysis, murine orthotopic models, and multi-omics approaches, we uncover a previously unrecognized mechanism by which WDR82 restricts tumor progression: WDR82 directly binds to MEK1/2 to suppress ERK activation which subsequently inhibits CXCL2/CXCL7-mediated neutrophil chemotaxis. Importantly, we demonstrate that WDR82 expression is downregulated in human breast cancer and that its restoration via intratumoral adenoviral delivery effectively suppresses tumor growth *in vivo* by relieving the immunosuppressive TME. Our findings reveal WDR82 as a key regulator of tumor-immune crosstalk for breaking immune evasion and highlight its potential as a therapeutic target for breast cancer immunotherapy.

## Methods

### Cell lines

The cell lines 4T1 and EMT6 were obtained from American Type Culture Collection (ATCC) and cultured in RPMI-1640 Medium (Corning, 10-040-CV) supplemented with 10% FBS (Gibco,10099-1441C) and 1% penicillin-streptomycin (Gibco, 15140122). All cell lines were confirmed to be free of mycoplasma contamination.

### Mouse models

Six-to-eight-week-old female BALB/c or NOD/SCID mice were obtained from Beijing Vital River Laboratory Animal Technology Co., Ltd, and were bred in standard pathogen-free conditions with 12-h light-dark cycles.

All mice were randomly assigned to different experimental groups and animal experiments were performed as previously described^28^. For tumor inoculation, 5×10^5^ 4T1 cells in 100 μL PBS were orthotopically injected into the fourth mammary gland pad of mice. For adenovirus-mediated overexpression of WDR82, ad-WDR82 or ad-NC was injected intratumorally at 1×10^9^ PFU per day for three consecutive days after tumor volume reached 100 mm^3^. For neutrophil depletion, 200 μg anti-mouse Ly6G (BioXCell, BE0075) or Rat Isotype control IgG2a (BioXCell, BE0089) were injected intraperitoneally one day before tumor inoculation and 100 μg every three days later. The depletion efficacy was determined using Fluorescence-Activated Cell Sorting (FACS). Tumor volume was measured using the formula: Length×Width^2^/2. The mice were euthanized when the tumor volume reached 2000 mm^3^. All animal experiments were performed in accordance with protocols approved by the Institutional Animal Care and Use Committee of Nankai University (approval number: 2021-SYWDLL-000355 and 2026-SYDWLL-000724).

### Neutrophil isolation and culture

Mouse neutrophils were isolated from bone marrow using EasySep™ Mouse Neutrophil Cell Isolation Kit (STEMCELL Technologies, 19762). In brief, bone marrow was flushed from mouse femurs and tibias and centrifuged at 800g for 10 minutes. The cells were then resuspended using pre-cooled PBS and filtered through a 70 μm filter to obtain single cell suspension. Neutrophils were isolated using the isolation kit and cultured in RPMI-1640 supplemented with 10% FBS and 1% penicillin-streptomycin. The purity of isolated neutrophils was determined using FACS (CD45^+^CD11b^+^Ly6G^+^) to be over 90%. The isolated neutrophils were used immediately.

### Human samples

The tissue chips were gained from Shanghai OUTDO BIOTECH CO., LTD. All patients were diagnosed with breast cancer by pathologist and did not receive any treatment before surgery. Tumor stage was identified based on TNM staging system. All analyses of human samples were carried out in compliance with the relevant ethical regulations and approved by Shanghai OUTDO BIOTECH CO., LTD (approval number: YB M-05-02).

### Generation of *Wdr82* knockout cell lines using CRISPR-Cas9

For knockout of mouse *Wdr82* gene in 4T1 and EMT6 cells, two CRISPR single guide RNAs (sgRNAs) targeting the coding sequence were designed online (https://www.synthego.com/products/bioinformatics/crispr-design-tool). The sgRNAs were cloned into pSpCas9 (BB)-2A-GFP plasmids (PX458) (Addgene, plasmid 48138) using BbsI (Thermo Fisher Scientific, ER1012) respectively. Two plasmids containing the indicated sgRNAs were co-transfected into relevant cells using Lipofectamine 3000 Reagent (Invitrogen, L3000015) according to manufacturer's procedures. Meanwhile, the cells transfected with empty vector (px458) were used as control. GFP-positive cells were sorted into single cells by FACS (SONY, MA900) and seeded into 96-well plates for clonal expansion 24 hours post transfection. The efficiency of WDR82 knockout in cells were verified by Western blot analysis. The sgRNAs sequences are shown in Supplementary Table 1.

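Both guides lie at the edges of the intron between exons 4 and 5 of *Wdr82* in the GENCODE M21 annotation of GRCm38, in a transcript of 9 exons on the plus strand of chromosome 9. The intron runs from 106183716 to 106184179 and is 464 bp long. The first 9 bases of sgRNA-1 (AACTGCCAGGTAATGGTACC) are the last bases of exon 4, from 106183707 to 106183715. The last 17 bases of sgRNA-2 (TAGGGCCTCATGCATCTACA) are the first bases of exon 5, from 106184180 to 106184196, and the GGG that follows them in the exon is its PAM. The genome sequence of the intron was not analysed here, so the rest of each guide and the PAM of sgRNA-1 were not matched.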

### Construction of WDR82-Flag expressing cell line

The cDNAs of mouse *Wdr82* (m*Wdr82*) were synthesized in GENWIZ and subcloned into the pcDNA3.1 control with a C-terminal Flag tag (pcDNA3.1-Flag, invitrogen) for recombinant expression. The plasmid was transfected into *Wdr82* deficient or control cells using Lipofectamine 3000 Reagent according to manufacturer's procedures. Meanwhile, the cells transfected with empty vector (pcDNA3.1-Flag) were used as control. After 48 hours of transfection, the transfected cells were screened using 2 mg/mL G418 (Beyotime, ST018) for 14 days. The efficiency of indicated gene expression was verified by Western blot analysis.

### Preparation and infection of mWDR82-expressing adenovirus

The cDNA of m*Wdr82* was subcloned into GV135 (Genechem) and then co-transfected into HEK293T cells with the packaging plasmid pBHG lox ΔE1, 3 Cre (Genechem) using Lipofectamine 2000 Reagent (Invitrogen, 11668-019) according to instructions. Cells were collected by low-speed centrifugation and subjected to three freeze/thaw cycles between -70°C to 37°C at 10-15 days post transfection. Subsequently, the viral supernatant was collected by centrifugation at 7000 g for 5 minutes at 4°C, purified using the Adeno-X™ Viral Purification Kit (Clontech, 631533) and stored at -80°C. The purified adenovirus was sterile and yielded a functional titer of 3×10^11^ PFU/mL, as determined by end-point dilution assay. Cells were infected with adenovirus for 48 hours, and then the expression efficiency was measured by Western blot analysis.

### Western blot

For Western blot analysis, whole-cell lysates were prepared in RIPA lysis buffer (Beyotime, P0013B) supplemented with EDTA-free protease inhibitor cocktail (MedChemExpress, HY-K0011), PMSF (Beyotime, ST506) and Phosphatase Inhibitor Cocktail A (Beyotime, P1082). The protein lysate was then boiled in 5×SDS-PAGE Sample Buffer (GenStar, E153-10) for 5 minutes and separated by SDS-PAGE. The samples were then transferred to a 0.45 μm nitrocellulose blotting membrane (Cytiva, 10600002) and blocked in 5% non-fat milk (BBI, A600669-0250) or Bovine Serum Albumin (Sigma-Aldrich, 900933-100G) in TBST for 1 hour at room temperature, followed by incubation with primary antibody in Universal Antibody Diluent (NCM, WB100B) at 4℃ overnight. After washing, membranes were incubated with secondary antibodies in Universal Antibody Diluent at room temperature for 1 hour and visualized using NcmECL Ultra (NCM, P10300). Primary antibodies used in this study include anti-WDR82 (Abcam, EPR27034-63), anti-Phospho-p44/42 MAPK (Erk1/2) (Thr202/Tyr204) (Cell signaling Technology, 4370T), anti-Phospho-MEK1/2 (Ser217/221) (Cell signaling Technology, 9154T), anti-Phospho-c-RAF (Ser338) (Cell signaling Technology, 9427T), anti-MEK1/2 (Cell signaling Technology, 9122S), anti-p44/42 MAPK (Erk1/2) (Cell signaling Technology, 4695T), anti-DYKDDDDK Tag (Cell signaling Technology, 14793T), anti-c-RAF (Cell signaling Technology, 53745T), anti-GAPDH (PTM Bio, PTM-6684) anti-β-Actin (PTM Biolabs, PTM-5018) and anti-α-Tubulin (PTM Biolabs, PTM-5442). Secondary antibodies used in this study include goat anti-Rabbit IgG-HRP (Absin, abs20040) and goat anti-Mouse IgG-HRP (Absin, abs20001). All primary antibodies were diluted at 1:1000 and secondary antibodies were diluted at 1:2000.

### RNA interference

Cells were co-transfected with siRNAs against the indicated gene or non-targeting control siRNAs using Lipofectamine™ RNAiMAX Transfection Reagent (Invitrogen, 13778150) according to manufacturer's procedure. RNA was extracted after 48 hours to detect knockdown efficiency through quantitative real-time PCR (qRT-PCR).

### RNA extraction and qRT-PCR

RNA was extracted from cells using RNAfast200 kit (Fastagen, 220011) following the standard protocol. cDNA was generated using RT Master Mix (TOYOBO, FSQ-201) and qRT-PCR was performed using SYBR® qPCR Master Mix (TOYOBO, QPK-201) on Real-time PCR instrument (Thermo Fisher Scientific, QuantStudio 7 Flex). *Actin* level was used to normalize relative gene expression levels. Primers used are shown in Supplementary Table 2.

### Co-immunoprecipitation (Co-IP)

Control, *Wdr82^-/-^* or *Wdr82^-/-^*+WDR82-Flag 4T1 cells treated with 20ng/mL EGF for 1 hour were lysed with IP lysis buffer (Beyotime, P0013) supplemented with Halt Protease and Phosphatase Inhibitor Cocktail (Thermo Fisher Scientific, 78442). Protein concentrations were measured using BCA assay (Thermo Fisher Scientific, 23225). Protein concentration was adjusted to 1 μg/μL and 200 μL soluble fraction was subjected to immunoprecipitation with 4 μL antibody recognizing c-RAF, Flag-tag or IgG at 4°C overnight. 30 μL Protein A/G Magnetic Beads (MedChemExpress, HY-K0202) prewashed with IP lysis buffer were added and incubated for another 3 hours at 4°C. Protein complex-containing beads were washed twice with medium salt washing buffer (0.5% NP-40, 2mM EDTA, 500mM NaCl, 20mM Tris-HCl (pH=7.0)) followed by twice with low salt washing buffer (0.5% NP-40, 2mM EDTA, 150mM NaCl, 20mM Tris-HCl (pH=7.0)). Proteins were boiled in 2× SDS loading buffers and analyzed using Western blot analysis.

### Cell viability assay

Indicated cells were seeded in 96-well plates at 3×10^3^ cells per well and cultured for 24, 48 and 72 hours. Cell viability was measured using CCK8 assay (Beyotime, C0041) according to the manufacturer's instructions. Briefly, supernatant was removed and 100μL fresh cell culture medium supplied with 10 μL WST-8 was added to each well and incubated at 37°C for 1 hour. The absorbance (optical density, OD) at 450 nm was measured.

### Colony-formation assay

Colony formation was performed as previously described^28^. Briefly, indicated cells were seeded into 6-well plates at 300 cells per well. After about 5-10 days of routine culturing, cells were stained using Crystal Violet Staining Solution (Beyotime, C0121). The number of colonies formed were counted.

### Transwell assay

For tumor cell transwell assay, cells were seeded into the upper chamber at 3×10^4^ cells per well. Serum-free RPMI-1640 medium was added to the upper chamber and RPMI-1640 medium supplemented with 10% FBS was added to the lower chamber. Cells were stained using Crystal Violet Staining Solution after 48 hours of incubation. For neutrophil transwell assay, cells were seeded into the upper chamber at 1×10^5^ cells per well. RPMI-1640 supplemented with 10% FBS and 1% penicillin-streptomycin was added to the upper chamber and supernatant collected from indicated cells was added into the lower chamber. Cells in the lower chamber were counted using Precision Count Beads (Biolegend, 424902) after 3 hours of incubation.

### Wound healing assay

Indicated cells were seeded into 6-well plates at 5×10^5^ cells per well and scratches were made with a 200 µL pipette tip when cells reached about 90% confluent. Cells were washed three times with PBS to discard the floating cells and cultured in serum-free RPMI-1640 medium. Images were taken using a light microscope with an attached digital camera at 0, 12 and 24 hours.

### Enzyme-linked immunosorbent assay (ELISA)

Supernatants from 5×10⁵ indicated cells cultured in 6-well plates were collected 24 hours after stimulation with 20 ng/mL EGF. Cytokine levels were assessed using ELISA kits for CXCL2 (JOT-EK2613Mo) and CXCL7 (JOT-EK2614Mo) following manufacturer's instructions.

### Flow cytometry

The primary tumors of tumor-bearing mice were harvested and processed as previously described^28^. Briefly, tumors were mechanically dissociated and digested with 1 mg/mL collagenase type I (Gibco, 17018029), 1 mg/mL collagenase type IV (Gibco, 17104019) and 0.3 mg/mL DNase I (Sigma-Aldrich, DN25) at 37℃ for 60 minutes and filtered through a 40 μm cell strainer to achieve a single-cell suspension. Erythrocytes were removed using erythrocyte lysate (Invitrogen, 00-4333-57). Cells were incubated with TruStain FcX (BioLegend, 101320) for 10 minutes at 4℃ to block non-specific staining and then incubated with the following antibodies for 30 minutes at 4℃ in the dark for further analysis or sorted using FACS (BD, LSRFortessa^TM^ X-20 or Sony, MA900). The antibodies included Zombie-Aqua (BioLegend, 423102), APC/Cyanine7 anti-CD45 (BioLegend, 157617), PerCP/Cyanine5.5 anti-CD3 (BioLegend, 100218), Brilliant Violet 605^TM^ anti-CD8 (BioLegend, 100744), Brilliant Violet 650^TM^ anti-CD4 (BioLegend, 100546), PE/Cyanine7 anti-CD49b (BioLegend, 103517), FITC anti-CD11b (BioLegend, 101205), Brilliant Violet 421^TM^ anti-Ly6G (BioLegend, 127627), PE anti-Ly6C (BioLegend, 128008), APC anti-F4/80 (BioLegend, 123116), PE/Cyanine7 anti-CD11c (BioLegend, 117318), PerCP/Cyanine5.5 anti-I-A/I-E (BioLegend, 107625), FITC anti-PD-1 (Biolegend, 135213), PE anti-LAG3 (Biolegend, 125207), APC anti-TIM3 (Biolegend, 134007) and Brilliant Violet 421^TM^ anti-CD19 (Biolegend, 152421), Brilliant Violet 421^TM^ anti-XCR1 (Biolegend, 148216).

### Multiplex immunofluorescence staining (mIF)

mIF was performed as previously described^28^. In brief, the tumor tissues were fixed in 4% Paraformaldehyde Fixative (Biosharp, BL539A), and paraffin-embedded sections (3-4 μm in thickness) were prepared according to routine operating procedures. mIF was performed using a Opal™ 7-Color Manual IHC Kit (Akoya Biosciences, NEL811001KT) following the manufacturer's instructions. Different primary antibodies were sequentially applied: WDR82 (1:1000, Abcam) and Ly6G (1:1000, Abcam) followed by HRP-conjugated secondary antibody incubation and tyramide signal amplification (TSA). The slides were microwave-treated after each cycle of TSA. Nuclei were stained with 4'-6'-diamidino-2-phenylindole (DAPI) for 10 min. The sample scanning, spectral unmixing and quantification of signals were conducted with the Vectra Polaris Automated Quantitative Pathology Imaging System (Akoya), using the Phenochart and InForm V.2.4 softwares (Akoya).

### RNA-sequencing

Indicated cells were collected and washed twice using cooled PBS buffer, RNA was extracted using TRIzol regent (Thermo Fisher Scientific, 15596018CN). mRNA was enriched from total RNA using Oligo(dT) beads. The extracted mRNA was then reverse-transcribed and barcoded. The barcoded cDNA was then amplified by PCR to generate sufficient mass for library construction. Sequencing libraries were constructed via end repair, A-tailing, adaptor ligation, and PCR, and sequencing was performed with Illumina HiSeq (Illumina).

### Gene set enrichment analysis (GSEA)

GSEA was performed on the results of the differential gene expression analysis using the ClusterProfiler package and the hallmark gene set from the molecular signatures database collection using the msigdbr package. In detail, the differentially expressed gene list was ranked according to the combined log fold change and adjusted p value and used as an input for the gene set enrichment analysis.

### Single-cell data analysis

We used a deconvolution method to investigate the relationship between WDR82-high tumors and neutrophils in BRCA^29^. A single-cell RNA-seq dataset of breast cancer (BRCA, https://zenodo.org/records/10672250)^30^ was used as the reference profile, in which neutrophils and tumor cells had been annotated. Based on this, we classified tumor cells into WDR82-positive (pos) and WDR82-negative (neg) subgroups according to the mean of normalized WDR82 expression, while other cell types remained unchanged. We then used InstaPrism^31^ to learn the gene expression signatures of each cell type.

### Statistical analysis

For RNA-seq data, statistical analysis was performed with R (version 3.4.0). Prism V.10.0 software (GraphPad) was used for statistical analysis. Analysis for significance was performed by two-way analysis of variance (ANOVA) when more than two groups were compared and by parametric or non-parametric Student's t-test when only two groups were compared. P value<0.05 was considered statistically significant (*p<0.05, **p<0.01, ***p<0.001, ****p<0.0001). Survival was evaluated using the Kaplan-Meier method and analyzed by the Mantel-Cox log-rank test. Unless indicated, all results were performed at least three independent experiments, and n refers to biological replicates. All data are presented as the mean±SD.

### Data and materials availability

The RNA sequencing data is deposited in the Gene Expression Omnibus under accession code GSE325774. All other study data are included in the article and supplemental information. Any additional information required to reanalyze the data reported in this paper is available from the leader contact upon request.

## Results

### Reduced expression or deficiency of *Wdr82* promotes tumor growth *in vivo*

In our previous research, *Wdr82* was recognized as one of the top-ranked enriched genes in an *in vivo* genome-wide CRISPR-Cas9 screening of murine breast cancer model (Figure 1A)^28^, which indicated that cancer cell WDR82 suppressed tumor development. Since there were no reports on WDR82 regulating breast cancer progression, we first analyzed datasets from TCGA and found that *WDR82* expression was downregulated in breast cancer tissues, with its high expression level correlated with patients' longer survival (Figure 1B-C). We further validated this finding by analyzing an independent cohort of 129 human breast cancer tissues, which indicated low WDR82 to be associated with reduced patients' survival (Figure 1D).

To further explore the potential role of WDR82 in breast cancer, we knocked out *Wdr82* in mouse TNBC cancer cell line 4T1 and EMT6 (*Wdr82*^-/-^, Figure 1E). Using an orthotopic mouse breast cancer model, we demonstrated that tumor growth was significantly accelerated in BALB/c mice implanted with *Wdr82^-/-^* cells compared with control cells (Figure 1F-G). Moreover, *Wdr82* deficiency markedly shortened the survival time of tumor-bearing mice, which was consistent with the clinical observations in human breast cancer (Figure 1D, F). Accordingly, replenishing WDR82 expression in these knockout cells markedly reversed the tumor-promoting effect (Figure 1H). Collectively, WDR82 expression is negatively associated with tumor progression in both human clinical specimens and mouse models, indicating that WDR82 might inhibit tumor progression.

### WDR82 promotes cancer cell proliferation and invasion* in vitro*

We next explored the effect of *Wdr82* knockout on tumor cell proliferation *in vitro*. Surprisingly, CCK8 assays showed inhibited cell proliferation in *Wdr82*^-/-^ 4T1 and EMT6 cells (Figure 2A). Colony-formation assays further revealed a significant reduction in colony number in *Wdr82^-/-^* cells, indicating that *Wdr82* deletion suppressed cell growth* in vitro* (Figure 2B). We further analyzed the impact of WDR82 on cell invasion ability *in vitro*. Transwell invasion and wound-healing assays showed that *Wdr82* knockout markedly reduced the invasion of 4T1 and EMT6 cells (Figure 2C-E). Furthermore, all these effects could be attenuated through WDR82 rescue (Supplementary Figure 1). These *in vitro* assays challenged the results about the tumor-suppressive role of WDR82 observed from mouse model *in vivo*.

Taken together, our *in vitro* functional assays indicate WDR82 as a tumor-promoting molecule, whereas analyses of patient specimens and murine models yield opposing results. These findings lead us to hypothesize that the tumor-suppressive effect of WDR82 *in vivo* may rely on host immune response and the modulation of TME.

### Tumor cell deficiency of WDR82 promotes tumor progression through elevating neutrophil infiltration in TME

Notably, we found that *Wdr82^-/-^* breast cancer cells exhibited accelerated tumor progression in immunocompetent BALB/c mice (Figure 1F-G), but exhibited impaired tumor growth once inoculated into NOD/SCID immunodeficient mice (Figure 3A-B), which matches the observation about the inhibited proliferation of *Wdr82^-/-^* breast cancer cells *in vitro* and further suggests the *in vivo* tumor-promoting effect of *Wdr82* deficiency in tumor cells is perhaps through the interaction of tumor-host immune system.

We next characterized the immune cell composition in *Wdr82^-/-^* and control 4T1 tumors (Supplementary Figure 2A-C). The flow cytometry analysis revealed a significant increase in neutrophil infiltration (defined as Ly6G⁺CD11b⁺ cells) and CD8^+^ T cell exhaustion, as evidenced by elevated expression of the exhaustion marker LAG-3 and TIM-3 on CD8^+^ T cells (Figure 3C-D). Since the increased exhaustion in T cells might be a result of elevated neutrophils^29^, ^32^, we focused on neutrophil infiltration and confirmed the increased accumulation of neutrophils in *Wdr82^-/-^* tumors by mIF staining (Figure 3E).

To extend these observations to human breast cancer, we analyzed single-cell RNA sequencing (scRNA-seq) data from breast cancer patients^30^. Consistent with the mouse model results, *WDR82* expression was negatively correlated with neutrophil infiltration in human breast tumor tissues (Figure 3F). In addition, analysis of a Bulk RNA-seq data (https://www.cbioportal.org/study/plots?id=brca_metabric) indicated increased neutrophil infiltration in WDR82 low-expressing tumors, supporting the clinical relevance of the WDR82-neutrophil regulatory axis (Figure 3G).

To directly verify the indispensable role of neutrophils in mediating the *in vivo* tumor-promoting effect of cancer cell *Wdr82* deficiency, we performed neutrophil depletion experiments by injecting anti-Ly6G neutralizing antibodies (or IgG isotype control) into BALB/c mice bearing *Wdr82^-/-^* or control tumors. Notably, neutrophil depletion significantly inhibited tumor growth compared with the isotype control (Figure 3H, Supplementary Figure 2D). Importantly, depletion of neutrophils in *Wdr82^-/-^* tumor-bearing mice reduced tumor growth to a level even lower than that of control tumors, which recapitulated the suppressed tumor growth phenotype of *Wdr82* deficiency observed in NOD/SCID mice. These results suggest WDR82 functions as a tumor suppressor *in vivo* mainly through suppression of neutrophils in the interaction of tumor-host immune system. *In vivo* depletion of neutrophils impaired tumor-promoting effect of *Wdr82* deficiency, even made it show tumor-suppressing effect as compared to control, which to some content aligned with the inhibited cell proliferation and migration of *Wdr82* deficient tumor cells *in vitro*.

Taken together, these data demonstrate that tumor cell deficiency of *Wdr82* promotes tumor progression by enhancing neutrophil infiltration into the TME, which in turn creates an immunosuppressive TME that favors tumor growth.

### WDR82 deficiency promotes neutrophil infiltration through elevating tumor cell expression of CXCL7 and CXCL2

To elucidate the molecular mechanism by which *Wdr82* deficiency enhances TME neutrophil infiltration, we performed bulk RNA-seq on *Wdr82^-/-^* and control 4T1 cells (Supplementary Figure 3A-B). 

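RNA was sequenced from 3 cultures of control 4T1, a mouse mammary carcinoma line, and from 3 cultures of each of 2 knockout lines, which the sample labels name k28 and k49. The paper's text does not say which of these lines is #1 and which is #2 in its other panels. The authors counted the reads on each of 54532 genes and deposited these counts without normalization. Between 15531215 and 17233241 reads per library were counted on genes, with a median of 16470367 in control, 17149106 in k28 and 16117552 in k49. *Wdr82* (ENSMUSG00000020257, chromosome 9 from 106170928 to 106191139 on GRCm38) had 172, 166 and 176 CPM (counts scaled to the library's total with edgeR's TMM method) in the 3 control libraries. It had 37, 38 and 36.6 CPM in the libraries labelled k28 and 170, 160 and 165 CPM in the libraries labelled k49. The log2 fold change of *Wdr82* against control was -2.21 in k28 (standard error 0.05, adjusted p = 3.23e-19 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the libraries labelled k49 it was -0.06 (standard error 0.05, adjusted p = 0.255 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). A count on the gene does not show the sequence of the transcript, so the *Wdr82* counts neither bear out nor exclude a knockout in the libraries labelled k49. The paper reports checking its knockout lines at the protein level by Western blot. All 9 libraries entered 1 fit over the 15488 genes that passed edgeR's filter on low counts. At an adjusted p below 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 6334 genes were higher and 5271 lower in k28 than in control. In k49, 6332 genes were higher and 5726 lower by the same test. Both lines shared 9965 of these calls in the same direction, 5425 higher and 4540 lower, and 277 genes were called in opposite directions. In 20 simulations of unchanged groups against the same control libraries, at most 1 call was shared, which shows only what noise in these libraries gives. With most genes called in each line, some calls would also be shared if the lines changed independently, which was not simulated. A change in the control line alone may account for part of the shared calls as well. Across genes, which are not independent replicates, the log2 fold changes of both lines had a Pearson correlation of 0.953 and a Spearman correlation of 0.915. The simulated unchanged groups gave a mean Pearson correlation of 0.511, since both comparisons use the same control libraries. The alternative that moved these counts most was a minimum change of 1 on the log2 scale, with which 3462 genes were higher and 1585 lower in k28, and 3722 higher and 1908 lower in k49.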

GSEA enrichment revealed that the chemokine production pathway was significantly upregulated in *Wdr82^-/-^* cells (Figure 4A), suggesting that *Wdr82* knockout might promote neutrophil recruitment by enhancing chemokine secretion.

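The gene set of Figure 4A was not among the inputs, so 2 lists written before the data were examined were tested in its place: the chemokine ligands, and 42 genes that promote chemokine production, such as *Tlr2*, *Il1a* and *Tnf*. Of the 20 chemokine ligands that passed the filter, 15 were higher and 5 lower in the average of both knockout lines than in control, over all genes tested and also adjusted over the list alone. Their median log2 fold change was 2.86, or 2.55 with the 2 genes without a control count set at the bound that 3 counts give. As a list, the chemokine ligands were not called (adjusted p = 0.262 from limma's camera with a preset correlation of 0.01 and Benjamini-Hochberg adjustment over 11 lists). Of the 35 tested genes that promote chemokine production, 13 were higher and 18 lower, or 14 and 18 adjusted over the list alone, and this list was not called either (adjusted p = 0.202 from camera). Under fry, a test that asks whether a list changes at all rather than more than other genes, all 11 lists were called, and with camera's correlation estimated from the data, 1 list. *Cxcl2* (ENSMUSG00000058427, chromosome 5 from 90903871 to 90905938) rose from 0.32 ± 0.173 CPM (SD, n = 3) in control to 21.5 ± 1.56 in k28 and 21.7 ± 1.34 in k49, higher in 6 of 6 knockout libraries. Its log2 fold change was 6.05 in k28 (standard error 0.20, adjusted p = 1.55e-16 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 6.06 in k49 (standard error 0.20, adjusted p = 1.3e-16). The control level rests on 15 counts in 3 libraries. *Cxcl7*, listed as *Ppbp* (ENSMUSG00000029372, chromosome 5 from 90768518 to 90770063), rose from 0.681 ± 0.204 CPM (SD, n = 3) to 12.6 ± 0.333 in k28 and 15.6 ± 0.541 in k49. Its log2 fold change was 4.20 in k28 (standard error 0.19, adjusted p = 1.7e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 4.51 in k49 (standard error 0.18, adjusted p = 2.9e-15). *Cxcl1* fell from 951 ± 56.3 CPM (SD, n = 3) to 473 ± 25.9 in k28 and 698 ± 74.1 in k49, and *Cxcl5* from 1095 ± 44.4 CPM to 87.3 ± 5.22 and 58 ± 6.76. *Cxcl1*, *Cxcl2* and *Cxcl3* are similar in sequence, and the paper's text does not say how reads that match several genes were counted. Because *Cxcl1* and *Cxcl5* were the most abundant ligands of CXCR2 here, the summed CPM of the tested CXCR2 ligands fell from 2048 ± 99.9 (SD, n = 3) in control to 596 ± 31.0 in k28 and 795 ± 79.7 in k49. A sum of transcripts does not measure secreted protein or its effect on neutrophils. The paper's line of reasoning goes from the enrichment in Figure 4A to chemokine secretion, and it proposes that the knockout promotes neutrophil recruitment in this way. Its other evidence is neutrophil migration toward conditioned medium, a CXCR2 inhibitor, ELISA of CXCL2 and CXCL7, siRNA and re-expression of WDR82 (Figure 4B-G). None of these was analysed here. *Wdr82* itself was lower only in the libraries labelled k28.

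**Figure D1:**
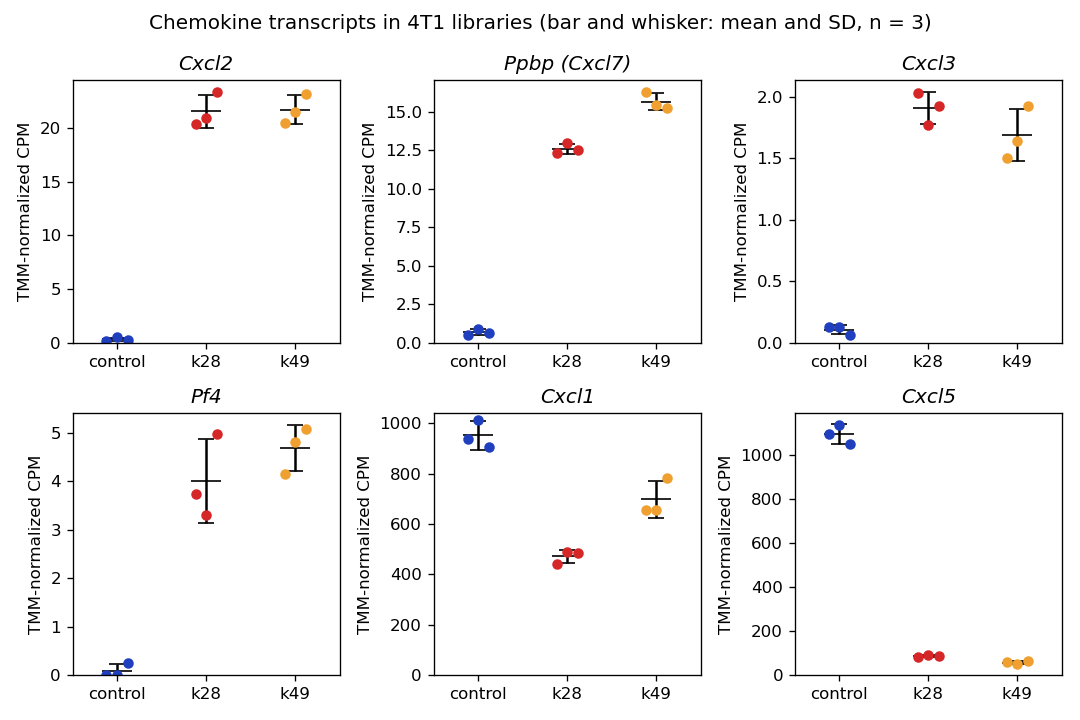
TMM-normalized CPM of 6 chemokine transcripts in each of the 9 libraries, with the mean and SD of each group; each panel has its own linear axis from 0. *Cxcl2*, *Ppbp*, *Cxcl3* and *Pf4* are higher in every knockout library than in every control library, and *Cxcl1* and *Cxcl5* lower.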

To validate this hypothesis, we performed neutrophil migration transwell assays using conditioned media (CM) from *Wdr82^-/-^* or control 4T1 cells. Consistent with the RNA-seq results, CM from *Wdr82^-/-^* cells significantly increased neutrophil migration compared with that from control cells (Figure 4B). Notably, pre-treating neutrophils with SB225002 (a specific CXCR2 inhibitor) abrogated this enhanced migration (Figure 4C), indicating that the chemotactic effect of *Wdr82^-/-^* cells-derived CM was dependent on CXCR2 signaling—an axis critical for neutrophil recruitment^33^, ^34^.

We next sought to identify the key chemokines upregulated in *Wdr82^-/-^* cells. qRT-PCR analysis confirmed that the mRNA levels of *Cxcl2* and *Cxcl7* were significantly increased in *Wdr82^-/-^* cells (Figure 4D, Supplementary Figure 3C). These findings were further validated by ELISA assay, which demonstrated elevated secretion of CXCL2 and CXCL7 in *Wdr82^-/-^* cells (Figure 4E).

To directly confirm the functional role of CXCL2 and CXCL7 in *Wdr82^-/-^*-mediated neutrophil recruitment, we knocked down *Cxcl2* and *Cxcl7* respectively or concurrently in *Wdr82^-/-^* cells using targeted siRNAs (si-*Cxcl2,* si-*Cxcl7 or* si-*Cxcl2* + si-*Cxcl7*). Transwell assays showed that siRNA-mediated silencing of *Cxcl2* or *Cxcl7* alone had mild effect on neutrophil migration, while simultaneously silencing of *Cxcl2* and *Cxcl7* significantly reduced neutrophil migration induced by *Wdr82^-/-^* cell CM (Figure 4F, Supplementary Figure 3D-E). This confirmed that CXCL2 and CXCL7 were the key chemokines responsible for enhanced neutrophil recruitment in the context of *Wdr82* deficiency. Finally, we performed a rescue experiment to verify that the upregulation of CXCL2 and CXCL7 was directly caused by *Wdr82* depletion. Re-expression of WDR82 in *Wdr82^-/-^* cells markedly reduced the mRNA levels of *Cxcl2* and *Cxcl7* (Figure 4G).

Collectively, these data demonstrate that *Wdr82* knockout directly upregulates the expression and secretion of CXCL2 and CXCL7 by tumor cells, which in turn promotes neutrophil migration via CXCR2 signaling, ultimately contributing to tumor progression.

### WDR82 deficiency promotes tumor cell CXCL7 and CXCL2 expression by elevating ERK activation

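The gene set of Figure 5A was not among the inputs either, and 3 lists written before the data were examined were tested instead. The first holds 10 transcripts whose level follows ERK activity in many cell types, among them *Dusp6*, *Spry4* and *Ccnd1*. In the average of the k28 and k49 knockout lines, 4 of these 10 were higher and 4 lower than in control, also when adjusted over the list alone, with a median log2 fold change of 0.04 (adjusted p = 0.799 from limma's camera with Benjamini-Hochberg adjustment). The second holds 12 feedback and early response genes, of which 5 were higher and 6 lower, with a median of -0.07 (adjusted p = 0.799 from camera). The lines differed in this list: 4 genes were higher and 6 lower in k28, with a median log2 fold change of -0.14 (adjusted p = 0.774 from camera), and 7 higher and 4 lower in k49, with a median of 0.25 (adjusted p = 0.353 from camera). Within the second list, *Dusp5*, *Egr1*, *Fosl1* and *Myc* were called higher in both lines, and *Spry1*, *Spred1* and *Spred2* lower in both. Another 2 were called in opposite directions. *Spry1* had log2 fold changes of -7.16 in k28 and -9.73 in k49. This list mixes feedback genes with early response genes, so its balance of higher and lower members does not by itself give the direction of ERK activity. For the first list the medians were -0.01 in k28 and 0.12 in k49. The third holds 52 activators of the MAPK cascade, from ligands and receptors to kinases. Of its 45 tested members, 19 were higher and 19 lower, with a median of -0.02 (adjusted p = 0.613 from camera). Within the first list, *Dusp4* was higher by a log2 fold change of 0.85 in k28 (standard error 0.05, adjusted p = 1.91e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.76 in k49 (standard error 0.05). *Ccnd1*, which encodes cyclin D1, had 1482 ± 7.91 CPM (SD, n = 3) in control, 374 ± 4.6 in k28 and 339 ± 7.64 in k49. Its log2 fold change was -1.99 in k28 (standard error 0.04, adjusted p = 3.23e-20 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -2.13 in k49 (standard error 0.04). *Epha2*, *Spry4* and *Etv4* were also called higher in both lines, and *Etv5* lower in both. *Dusp6* was lower in k49 (-0.46) and not called in k28 (-0.10), where 4 alternatives called it. *Spry2* was lower in k28 (-0.41) and unchanged by the test in k49. *Epha4* was called lower in k28 (-0.27) and higher in k49 (0.29), close to the threshold, and leaving out 1 library was enough to lose either call. *Phlda1* was not called in either line. These transcripts are read as an indirect measure, since phosphorylation is not seen in RNA. The level of *Wdr82* itself fell in the libraries labelled k28 alone.

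**Figure D2:**
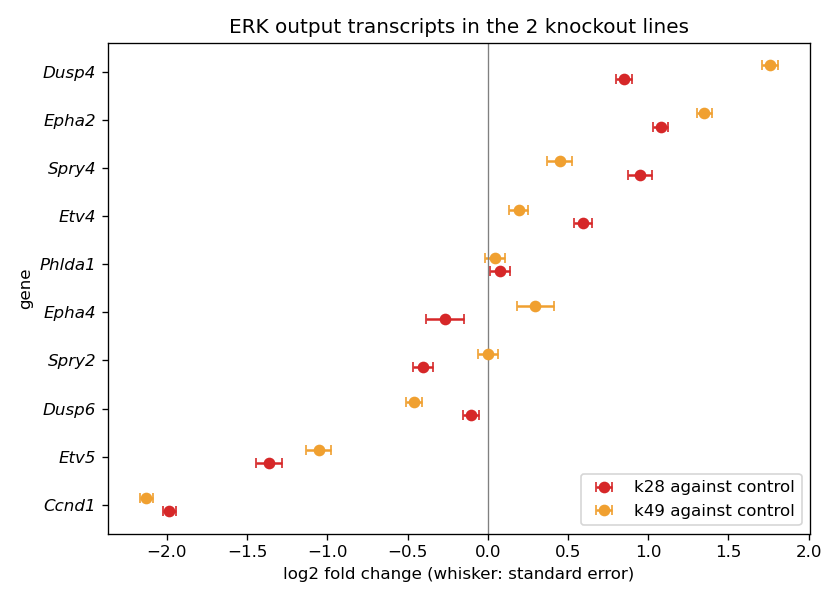
Log2 fold change against control of 10 transcripts that follow ERK activity, in k28 and k49, with standard errors from edgeR. *Dusp4*, *Epha2*, *Spry4* and *Etv4* were called higher in both lines, and *Ccnd1* and *Etv5* are the lowest.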

GSEA of bulk RNA-seq data indicated that ERK activation was significantly upregulated in *Wdr82* ablated cells (Figure 5A). Both CXCL2 and CXCL7 expression can be regulated via the ERK signaling pathway^35^. Accordingly, we observed elevated ERK phosphorylation in *Wdr82^-/-^* cells, an effect that was notably attenuated upon WDR82 reconstitution (Figure 5B-C). Thus, *Wdr82* deficiency led to enhanced ERK signaling in tumor cells.

To establish the functional link between the increased ERK phosphorylation and the upregulation of CXCL2 and CXCL7, we treated cells with U0126, a specific inhibitor of ERK phosphorylation. We found that inhibition of ERK signaling markedly blunted the induction of *Cxcl2* and *Cxcl7* in *Wdr82^-/-^* cells (Figure 5D, Supplementary Figure 3F). These results confirmed that ERK activation contributes to *Wdr82* ablation induced CXCL2 and CXCL7 expression. Further evaluation of upstream ERK pathway components revealed increased phosphorylation of MEK1/2, whereas the phosphorylation level of c-RAF remained unchanged (Figure 5E). These results suggest that WDR82 inhibited ERK phosphorylation through suppressing MEK1/2 activation.

WDR83, a structural homolog of WDR82, has been reported to directly bind to MEK1/2 and promote ERK signaling^36^. We wondered whether WDR82 might function in the same way. Subsequently, co-IP assays validated a direct interaction between WDR82 and MEK1/2 (Figure 5F). Furthermore, co-IP also indicated an increased association between MEK1/2 and c-RAF in *Wdr82^-/-^* cells, which could be inhibited by WDR82 replenishing (Figure 5G). Collectively, these results demonstrate that WDR82 binds to the ERK upstream kinase MEK1/2 and consequently disturbs the assembly of ERK signaling proteins, resulting in restrained ERK activation. Loss of WDR82 relieves this inhibitory constraint, leading to hyperactivated ERK signaling which in turn drives the increased production of CXCL2 and CXCL7 and subsequent neutrophil infiltration.

### Adenovirus-mediated intratumoral overexpression of WDR82 suppresses tumor growth by remodeling TME

As previously demonstrated, WDR82 expression was downregulated in tumor tissues as tumor advanced (Figure 6A), which might represent a potential therapeutic target for cancer treatment. We thus investigated whether intratumoral overexpression of WDR82 could suppress tumor growth *in vivo*. We generated a WDR82-expressing adenovirus (ad-WDR82) and found that adenovirus-mediated intratumoral WDR82 overexpression markedly inhibited tumor growth and prolonged survival of breast tumor-bearing mice (Figure 6B-C). Notably, flow cytometry analysis revealed reduced neutrophil infiltration in tumors treated with Ad-WDR82 (Figure 6D), supporting our hypothesis that WDR82 modulated tumor growth by regulating neutrophil infiltration. It was reported that neutrophils promoted the exhaustion of CD8^+^ T cells, thereby facilitating the formation of an immune suppressive TME. We therefore investigated the effect of adenovirus-mediated intratumoral overexpression of WDR82 on immune cell composition of the TME, and found that CD8^+^ T cell infiltration was elevated and exhaustion was decreased after Ad-WDR82 intratumoral treatment (Figure 6E). These results suggest an immune-promoting role of intratumoral WDR82 overexpression in remodeling the immunosuppressive TME.

Therefore, adenovirus-mediated intratumoral overexpression of WDR82 suppresses tumor growth by inhibiting neutrophil infiltration, highlighting the potential of WDR82 as a promising target for cancer immunotherapy.

## Discussion

In this study, we uncover a previously unrecognized tumor-suppressive mechanism by which WDR82 safeguards against breast cancer progression through restraining tumor cell ERK-mediated chemokine production and subsequent neutrophil infiltration in TME. Our findings challenge the conventional view that tumor suppressors primarily act cell-autonomously to inhibit proliferation: despite suppressing breast cancer cell growth *in vitro*, *Wdr82* deficiency unexpectedly accelerated tumor growth *in vivo* by promoting neutrophil infiltration and remodeling the TME towards an immunosuppressive state. This paradoxical observation underscores a critical conceptual shift: tumor suppression must be understood not only at the level of cancer cell-intrinsic control, but also through the lens of host immune modulation. WDR82 exemplifies this paradigm, functioning as a gatekeeper that prevents the establishment of a pro-tumorigenic niche by limiting neutrophil recruitment in TME.

Tumor-infiltrating immune cells play a crucial role in tumor progression. Neutrophils are usually the most abundant immune cell type in the TME and are usually correlated with poor survival and therapeutic outcomes^37^. 

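Beyond *Cxcl2* and *Ppbp*, 11 other chemokine ligands were higher in both k28 and k49 than in control at an adjusted p below 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment: *Cxcl3*, *Pf4*, *Cxcl9*, *Cxcl10*, *Cxcl11*, *Cxcl17*, *Ccl4*, *Ccl5*, *Ccl6*, *Ccl9* and *Ccl25*. *Cxcl10* rose from 1.95 ± 0.181 CPM (SD, n = 3) in control to 31.3 ± 0.922 in k28 and 29.5 ± 1.65 in k49. *Ccl5* had a log2 fold change of 2.39 in k28 and 1.12 in k49, and that of *Ccl25* was 1.44 and 1.82. *Cxcl3* went from 5 counts in the 3 control libraries to 97 in k28 and 84 in k49. All 4 control counts of *Pf4* lay in 1 library, control replicate 3. Its log2 fold change was 5.44 in k28 and 5.66 in k49. Without control replicate 3 the fit gave 9.05 and 9.27, but control then had no count of *Pf4*, so these are not measured folds. For *Ccl6*, control replicate 1 held 8 of 9 control counts, and without it the log2 fold change went from 5.24 to 7.57 in k28 and from 5.03 to 7.35 in k49. *Ccl4* had 1 count in control, 181 in k28 and 156 in k49, and *Cxcl11* had 2, 58 and 63. Both control counts of *Cxcl11* lay in replicate 2. With each library left out in turn, the log2 fold change of *Cxcl11* ranged from 4.00 to 7.25 in k28 and from 4.15 to 7.39 in k49. That of *Ccl4* ranged from 6.49 to 8.88 in k28 and from 6.31 to 8.69 in k49, so the size of these rises is imprecise. *Cxcl9* and *Cxcl17* had no count in control and were at least 8.63-fold and 9.62-fold higher in k28, and at least 12.3-fold and 10.6-fold higher in k49, where 3 counts were taken as the floor. *Ccl9* was called in k49 (log2 fold change 0.67, adjusted p = 0.0199 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), but not without control replicate 3, k49 replicate 2 or k49 replicate 3. *Cx3cl1*, *Ccl20*, *Cxcl1* and *Cxcl5* were lower in both lines. *Cx3cl1* fell from 66.7 ± 0.997 CPM to 9.91 ± 0.947 in k28 and 9.5 ± 1.39 in k49. The fall of *Ccl20* in k28 (log2 fold change -0.18, adjusted p = 0.00585 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) was not called with upper-quartile size factors or with at least 10 counts in every sample. *Cxcl15* had 4 counts in k28 and none in the other libraries, too few to test. *Cxcr2* had 1 count in control, 0 in k28 and 1 in k49. The *Wdr82* transcript was not lower in the libraries labelled k49.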

Bulk RNA-seq verified increased chemokine production in *Wdr82^-/-^* 4T1 cells, leading us to focus on the chemotaxis of neutrophils. Our findings demonstrated that *Wdr82* deficiency significantly increased neutrophil infiltration in TME, providing new insights into the regulation of tumor-associated neutrophil recruitment.

While CXCL2 and CXCL7 are well-established neutrophil chemoattractants acting through CXCR2^38^-^40^, the upstream mechanisms controlling their expression in cancer cells remain incompletely defined. Here we demonstrate that ERK activation downstream of WDR82 loss drives CXCL2/CXCL7 production, establishing a direct link between a tumor suppressor and chemokine-mediated immune infiltration. Mechanistically, CXCLs expression can be activated through various signaling pathways, such as ERK signaling pathway, caspase-3 pathway and PI3K signaling pathway^5^, ^41^, ^42^. By analyzing RNA-seq data, we identified increased ERK activation. 

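Transcripts of kinases that the paper follows at the protein level were also measured in these libraries. *Map2k1*, which encodes MEK1, had 112 ± 5 CPM (SD, n = 3) in control, 61.6 ± 1.89 in k28 and 61.1 ± 4.24 in k49, with log2 fold changes of -0.87 and -0.88 (adjusted p = 1.35e-11 and 9.45e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Map2k2*, which encodes MEK2, was not called in either line (log2 fold changes 0.06 and -0.08, adjusted p = 0.401 and 0.29 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Mapk3*, which encodes ERK1, fell from 136 ± 7.97 CPM to 49.7 ± 3.77 in k28 and 40.3 ± 3.07 in k49 (SD, n = 3). *Actb*, the transcript of β-actin, was lower as well, with log2 fold changes of -0.33 in k28 and -0.62 in k49. In the discussion of the paper, increased ERK activation in the RNA-seq data is the starting point for its measurements of ERK and MEK1/2 phosphorylation.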

Further investigation showed that WDR82 depletion significantly increased ERK and MEK1/2 phosphorylation but had no effect on c-RAF activation. This effect was abolished when WDR82 was replenished into the knockout cells. Inhibiting ERK activation with U0126 significantly inhibited CXCL2 and CXCL7 expression, proving that ERK pathway activation participates in *Wdr82* knockout-induced chemokine production. Notably, other ERK-regulated chemokines such as CXCL1 and CXCL5 were not upregulated in *Wdr82*-deficient cells, suggesting context-specific transcriptional control that may involve additional epigenetic or transcriptional co-factors. This selectivity raises the intriguing possibility that WDR82 governs a specific chemokine program rather than broadly modulating ERK-dependent gene expression, a hypothesis that merits future investigation into the chromatin landscape and transcription factor occupancy at these chemokine loci.

Apart from tumor cells, macrophages are another important source of CXCL2 in the TME. On one hand, tumor cells decrease WDR82 expression to increase CXCL2 secretion, thereby potentially recruiting macrophages and facilitating its differentiation into M2 macrophages to suppress immunity^43^. On the other hand, the infiltrated neutrophils may also improve macrophage migration and differentiation while the infiltrated macrophages in turn secret CXCL2 to recruit neutrophils, forming a positive feedback loop^23^, ^44^, ^45^. When WDR82 was overexpressed in tumor cells, it breaks the loop and inhibits neutrophil infiltration to form an immunosuppressive TME and consequently inhibit tumor growth.

WDR82 is first identified as a component of the SET1/COMPASS complex that regulates histone methylation and gene transcription^12^, ^46^. Its roles in cancer progression has been rarely investigated, although most current studies suggest that it is aberrantly regulated in tumor tissues. In our study, we identify WDR82 as a novel negative regulator of the ERK signaling cascade. Considering that WDR82 depletion had a mild effect on c-RAF phosphorylation, we focused on the interaction between MEK1/2 and WDR82. With its structural homolog WDR83 (MORG1) scaffolds MEK and ERK to facilitate signal transduction^36^, ^47^, ^48^, we tested whether WDR82 may function in the same way. We discovered WDR82 binds directly to MEK1/2 and disrupts its interaction with c-RAF, subsequently imposing a brake on ERK activation. Therefore, depleting WDR82 eliminated its inhibition and in turn promoted ERK activation, leading to increased chemokine production and neutrophil infiltration. This functional antagonism between two structurally related WD-40 proteins reveals an elegant regulatory logic: the same signaling pathway can be fine-tuned by opposing scaffold-like molecules that either promote or restrain kinase assembly. This finding adds a new layer of complexity to our understanding of ERK pathway regulation^49^ and suggests that the balance between WDR82 and WDR83 may determine the amplitude and duration of ERK signaling in cancer cells. Whether this balance is perturbed in breast cancer and whether it can be therapeutically exploited warrants further investigation.

From a therapeutic perspective, our study positions WDR82 as a promising target for cancer immunotherapy. The finding that intratumoral adenovirus-mediated WDR82 overexpression suppresses tumor growth and reduces neutrophil infiltration demonstrates the feasibility of restoring WDR82 function as a therapeutic strategy. Importantly, WDR82 overexpression not only dampens neutrophil recruitment but also alleviates CD8⁺ T cell exhaustion, suggesting that WDR82-based therapies could synergize with immune checkpoint blockade or adoptive cell therapies by remodeling the immunosuppressive TME^50^, ^51^. Given the emerging role of neutrophils in resistance to anti-PD-1/PD-L1 therapy and CAR-T cell therapy^29^, ^52^, ^53^, combining WDR82 restoration with these immunotherapies may represent a powerful approach to overcome treatment resistance.

Several important questions remain. Firstly, what determines the selectivity of CXCL2/CXCL7 upregulation upon ERK hyperactivation? CXCL2 and CXCL7 are not the only chemokines regulated by ERK signaling, so why was there no increase in other CXCLs? Secondly, what is the structural basis for the opposing functions of WDR82 and WDR83, and can small molecules or peptides be designed to disrupt WDR83-mediated scaffolding or enhance WDR82-mediated inhibition? In addition, inhibiting ERK activation did not inhibit CXCL2/CXCL7 expression to the same level as that in control cells, indicating that there may be other mechanisms involved in the regulatory process. Thirdly, does WDR82 regulate other aspects of neutrophil biology beyond chemotaxis, such as polarization toward the N2 phenotype or the formation of neutrophil extracellular traps (NETs)? Addressing these questions will not only deepen our understanding of tumor-immune crosstalk but also pave the way for novel therapeutic interventions.

In summary, our study identifies WDR82 as a critical tumor suppressor that orchestrates immune surveillance by restraining the ERK-chemokine-neutrophil axis in TME. By uncovering this previously unknown mechanism, we provide a conceptual framework for targeting neutrophil-mediated immunosuppression and offer a rationale for developing WDR82-based therapies for breast cancer treatment.

## Supplementary Material

Supplementary figures and tables.

## Figures and Tables

**Figure 1:**
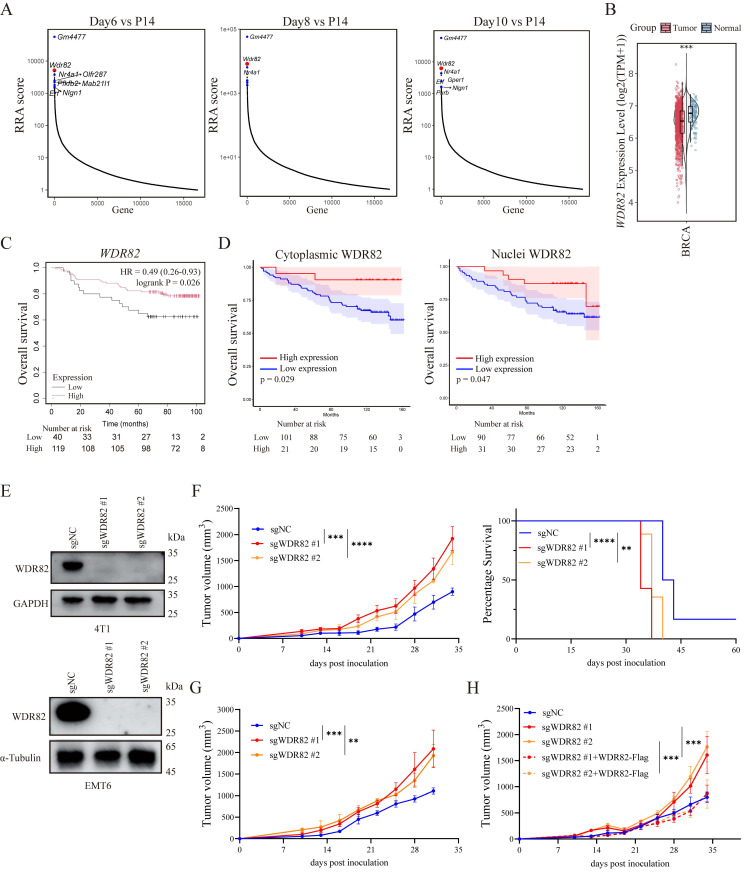
** Lacking *Wdr82* promotes tumor growth and shortens survival of tumor-bearing host.** (A) RRA score of top enriched genes in the genome-wide CRISPR-Cas9 screenings at different days after 4T1 tumor inoculation compared with 4T1 cells transduced with mGeCKOv2 after 14-day of puromycin selection *in vitro* (P14). (B) WDR82 expression difference between normal tissue and tumor tissue in the TCGA cohort. (C) Kaplan-Meier survival analysis of patients with BRCA stratified by WDR82 expression levels (75% cut-off). Overall survival was analyzed in the GSE1456 datasets. (D) Overall survival analysis of BRCA patients with low or high cytoplasmic (left) or nuclei (right) WDR82 expression levels. (E) Western blot analysis of WDR82 expression in 4T1 (up) or EMT6 (down) cells transfected with sgRNAs targeting WDR82 (sgWDR82) or empty vector (sgNC). The knockout cell lines were constructed through CRISPR-Cas9 system and the 4T1 or EMT6 cells transfected with empty vector were used as control. (F) Tumor growth (left) and survival (right) of orthotopic *Wdr82^-/-^* or control 4T1 tumors in BALB/c mice (n=5). (G) Tumor growth of orthotopic *Wdr82^-/-^* or control EMT6 tumors in BALB/c mice (n=5). (H) Tumor growth curves of orthotopic *Wdr82^-/-^, Wdr82^-/-^* transfected with pcDNA3.1-WDR82-flag (sgWDR82+WDR82-Flag) or control 4T1 tumors in BALB/c mice (n=5). Data show the mean±SD of biological replicates or are representative graphs of one (**A**) or three (**E-H**) independent experiments. Wilcox rank sum test (**B**), Two-way ANOVA (**F**-**H**) or Log-Rank test (**C, D and F**). **p<0.01, ***p<0.001, ****p<0.0001.

**Figure 2:**
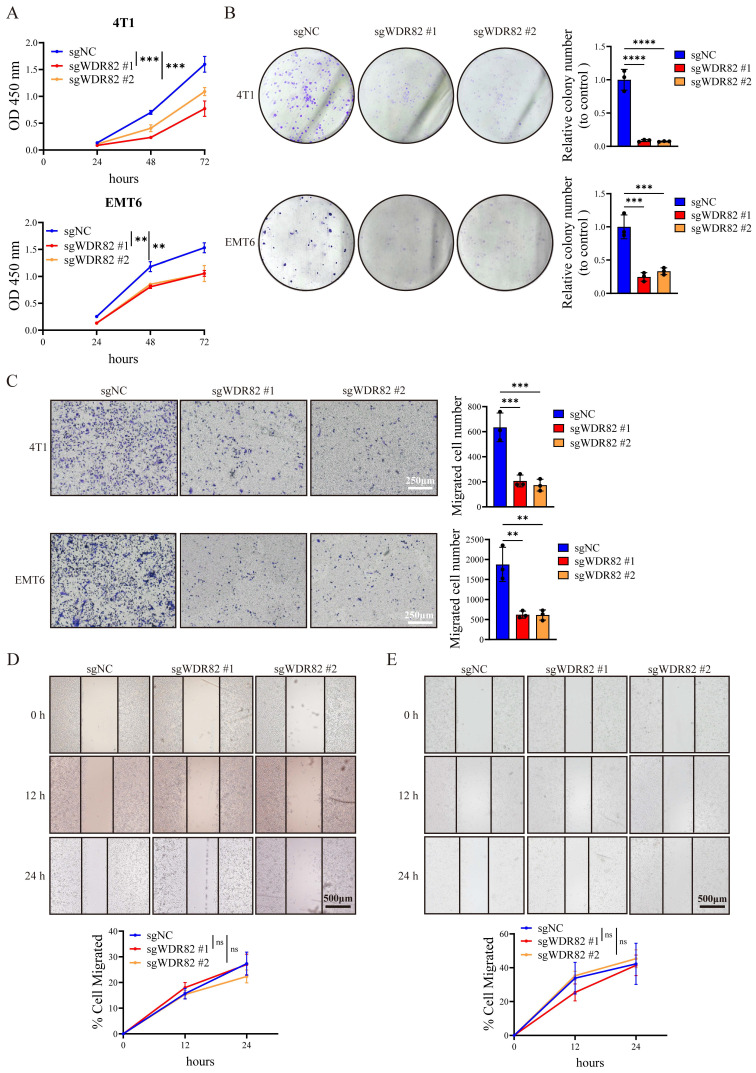
** Deficiency of WDR82 inhibits cancer cell proliferation and invasion* in vitro.*** (A) CCK8 analysis of 4T1 (up) or EMT6 (down) breast cancer cells with or without *Wdr82* deficiency (n=3). The 4T1 or EMT6 cells transfected with empty vector were used as control. (B) Colony formation assay of 4T1 (up) or EMT6 (down) breast cancer cells with or without *Wdr82* deficiency (n=3). (C) Transwell assay of 4T1 (up) or EMT6 (down) breast cancer cells with or without *Wdr82* deficiency (n=3, scale bar, 250μm). (D) Wound healing assay of *Wdr82^-/-^* or control 4T1 cells (n=3, scale bar, 500μm). (E) Wound healing assay of *Wdr82^-/-^* or control EMT6 cells (n=3, scale bar, 500μm). Data show the mean±SD of biological replicates or are representative graphs of three (**B-E**) independent experiments. Two-way ANOVA (**A, D-E**) or one-way ANOVA with Tukey's multiple comparison (**B**-**C**). ***p<0.001, ****p<0.0001.

**Figure 3:**
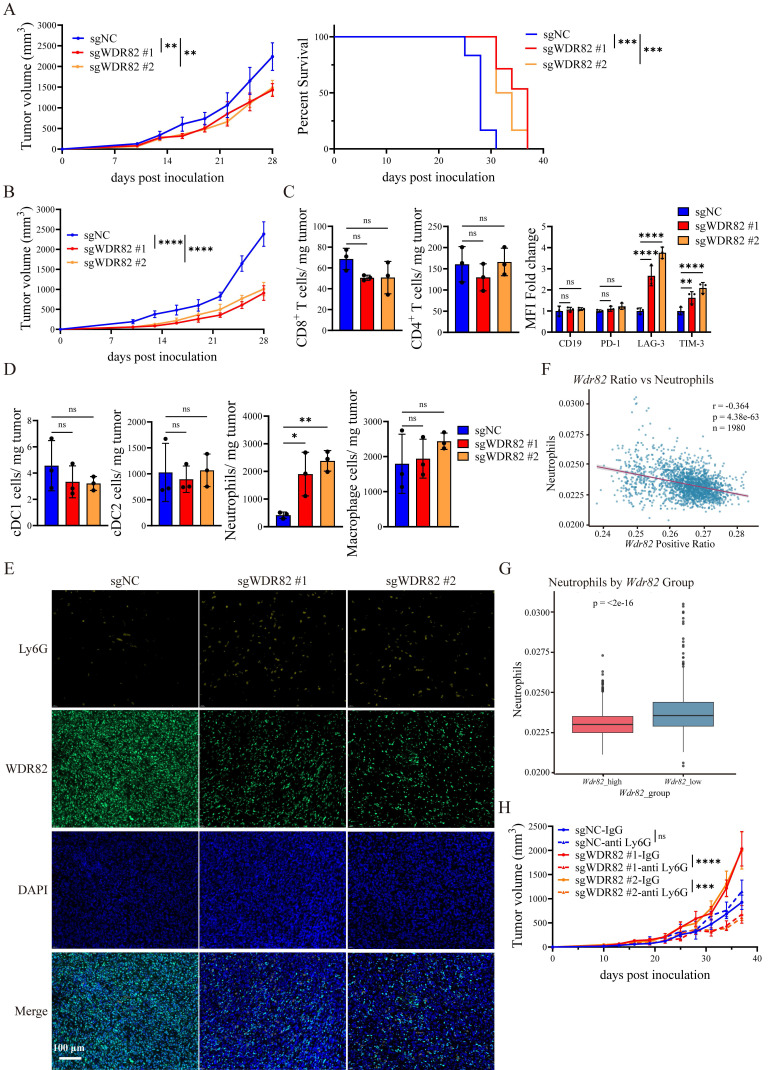
**Loss of tumor cell WDR82 promotes tumor progression via enhancing neutrophil infiltration in TME.** (A) Tumor growth (left) and survival (right) of orthotopic *Wdr82^-/-^* or control 4T1 tumors in NOD/SCID mice (n=5). The 4T1 cells transfected with empty vector were used as control. (B) Tumor growth of orthotopic *Wdr82^-/-^* or control EMT6 tumors in NOD/SCID mice (n=5). (C) Flow cytometry assay of infiltrated lymphocytes in *Wdr82^-/-^* or control 4T1 tumors in BALB/c mice. Tumors were dissected for analysis when tumor volume reached 2000mm^3^ (n=3). (D) Flow cytometry assay of infiltrated myeloid cells in *Wdr82^-/-^* or control 4T1 tumors in BALB/c mice. Tumors were dissected for analysis when tumor volume reached 2000mm^3^ (n=3). (E) mIF staining of WDR82 (green) and neutrophil (Ly6G^+^, gold) in *Wdr82^-/-^* and control 4T1 tumor samples in BALB/c mice (n=3, scale bar, 100 μm). (F) Correlation between expression level of *WDR82* and neutrophil infiltration in scRNA-seq of 119 BRCA patient samples. (G) Comparison of neutrophil infiltration proportions between the two subgroups classified by deconvolution using bulk RNA-seq data of over 1900 BRCA patient samples. (H) Tumor growth curves of orthotopic *Wdr82^-/-^* or control 4T1 tumors in BALB/c mice treated with anti-IgG antibody or anti-Ly6G antibody (n=5). Data show the mean±SD of biological replicates or are representative graphs of one (**E**) or three (**A-B, H**) independent experiments. Two-way ANOVA (**A-B, H**), one-way ANOVA with Tukey's multiple comparison (**C**-**D**) or Log-Rank test (**A**). **p<0.01, ***p<0.001, ****p<0.0001, ns, not significant.

**Figure 4:**
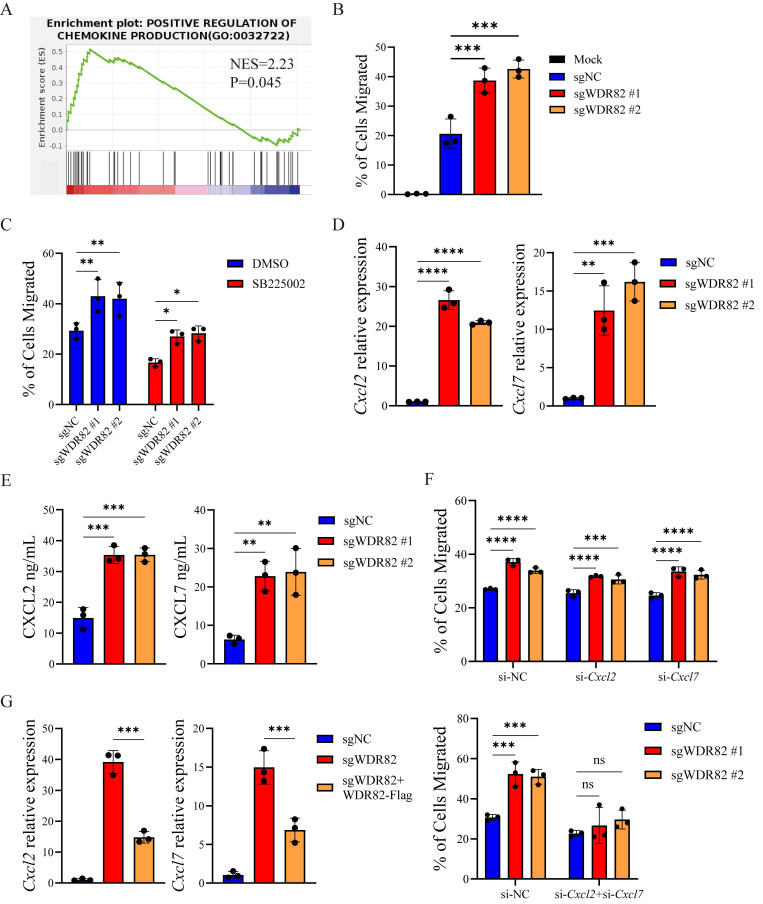
** WDR82 deficiency enhances neutrophil infiltration through elevating tumor cell expression of CXCL2 and CXCL7.** (A) GSEA showing enrichment of gene signatures in bulk RNA-seq analysis of 4T1 cells with or without *Wdr82* deficiency (n=3). (B) Percentage of cells migrated to the lower chamber when CM from *Wdr82^-/-^* or control 4T1 cells was added (n=3). The 4T1 cells transfected with empty vector were used as control. Mock, RPMI-1640 medium supplemented with 10% FBS and 1% penicillin-streptomycin. (C) Percentage of DMSO or SB225002 (100nM, 1 hour) pre-treated cells migrated to the lower chamber when CM from *Wdr82^-/-^* or control 4T1 cells supplemented with DMSO or 100nM SB225002 was added (n=3). (D) qRT-PCR analysis of *Cxcl2* (left) or *Cxcl7* (right) expression in *Wdr82^-/-^* or control 4T1 cells (n=3). (E) ELISA of CXCL2 (left) or CXCL7 (right) secretion in *Wdr82^-/-^* or control 4T1 cells (n=3). (F) Percentage of cells migrated to the lower chamber when CM from *Wdr82^-/-^* or control 4T1 cells transfected with si-NC, si-*Cxcl2*/si-*Cxcl7* alone (up) or concurrently (down) was added (n=3). (G) qRT-PCR analysis of *Cxcl2* (left) or *Cxcl7* (right) expression in *Wdr82^-/-^* or control 4T1 cells transfected with pcDNA3.1-WDR82-flag or pcDNA3.1 empty vector (n=3). Data show the mean±SD of biological replicates. One-way ANOVA with Tukey's multiple comparison. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001, ns, not significant.

**Figure 5:**
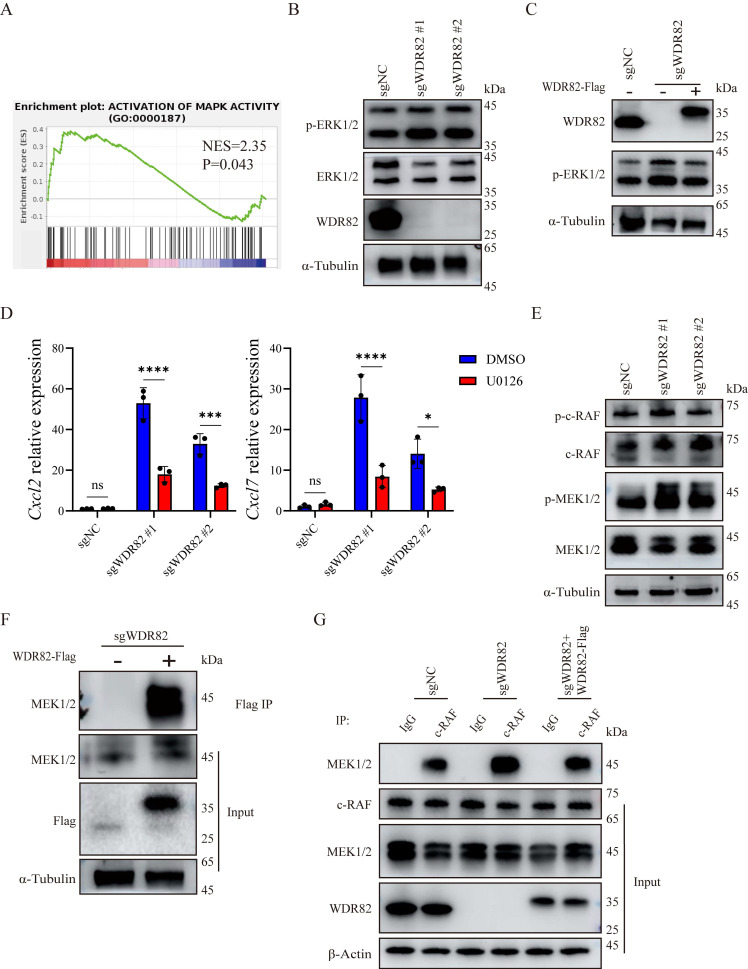
** Loss of WDR82 promotes CXCL7 and CXCL2 expression by activating ERK.** (A) GSEA showing enrichment of gene signatures in bulk RNA-seq analysis of 4T1 cell with or without *Wdr82* deficiency (n=3). (B) Western blot analysis of indicated proteins in *Wdr82^-/-^* or control 4T1 cells. The 4T1 cells transfected with empty vector were used as control. (C) Western blot analysis of indicated proteins in *Wdr82^-/-,^ Wdr82^-/-^*+WDR82-Flag or control 4T1 cells. (D) qRT-PCR analysis of *Cxcl2* (left) or *Cxcl7* (right) expression in *Wdr82^-/-^* or control 4T1 cells treated with DMSO or 20 μM U0126 for 1 hour (n=3). (E) Western blot analysis of indicated proteins in *Wdr82^-/-^* or control 4T1 cells. (F) Co-immunoprecipitation of WDR82 with MEK1/2. (G) Coimmunoprecipitation of c-RAF with MEK1/2. Data show the mean±SD of biological replicates or are representative graphs of three (**B-C, E-G**) independent experiments. Two-way ANOVA (**D**). ***p<0.001, ****p<0.0001.

**Figure 6:**
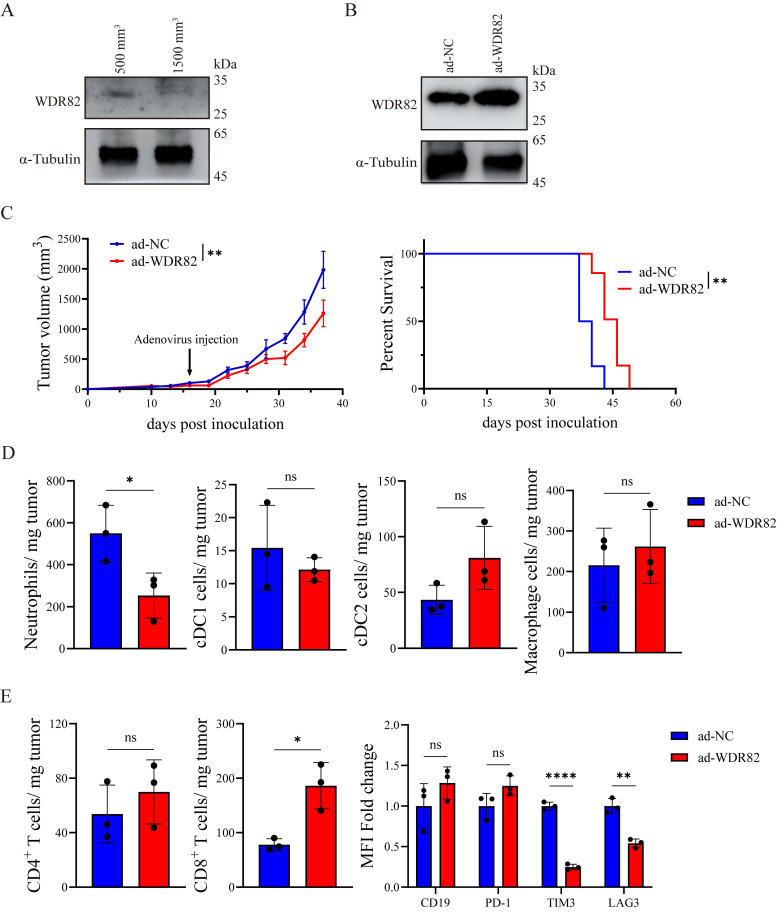
** Intratumoral overexpression of WDR82 by adenovirus delivery remodels the TME and suppresses tumor growth.** (A) Western blot analysis of WDR82 levels in CD45^-^ CD326^+^ cells isolated from orthotopic 4T1 tumors at indicated tumor volume. (B) Western blot analysis of WDR82 levels in 4T1 cells transfected with negative control adenovirus (ad-NC) or WDR82-expressing adenovirus (ad-WDR82). (C) Tumor growth (left) and survival (right) of 4T1-bearing mice with intratumoral injection of ad-WDR82 or ad-NC when tumor volume reached 100mm^3^. (D) Flow cytometry analysis of myeloid cells infiltration in tumors from 4T1-bearing mice with intratumoral injection of ad-WDR82 or ad-NC. Tumors were dissected when tumor volume reached 2000mm^3^ (n=3). (E) Flow cytometry analysis of lymphocytes infiltration in tumors from 4T1-bearing mice with intratumoral injection of ad-WDR82 or ad-NC. Tumors were dissected when tumor volume reached 2000mm^3^ (n=3). Data show the mean±SD of biological replicates or are representative graphs of three independent experiments. Unpaired two-tailed Student's t-test (**C**-**E**) or Log-Rank test (**C**). *p<0.05, **p<0.01, ns, not significant.

# Supplementary material for: WDR82 suppresses breast cancer progression by inhibiting ERK-driven chemokine expression and neutrophil infiltration
**Source:** Int J Biol Sci. 2026 May 29;22(11):5878–94. doi: 10.7150/ijbs.135015
**Supplement:** Supplementary file 1 — Supplementary figures and tables.

**WDR82 suppresses breast cancer progression by inhibiting ERK-driven chemokine expression and neutrophil infiltration**

Qinyi Yu, Jiang Yang, Fengjiao Lu, Wenxiu Liu, Zeyao Han, Yuanchao Bao, Xiaorui Xu, Jialei Xu, Wanfeng Gao, Boyi Cong, Yangyang Chai, Xuetao Cao\*

## Supplementary Figure 1-3

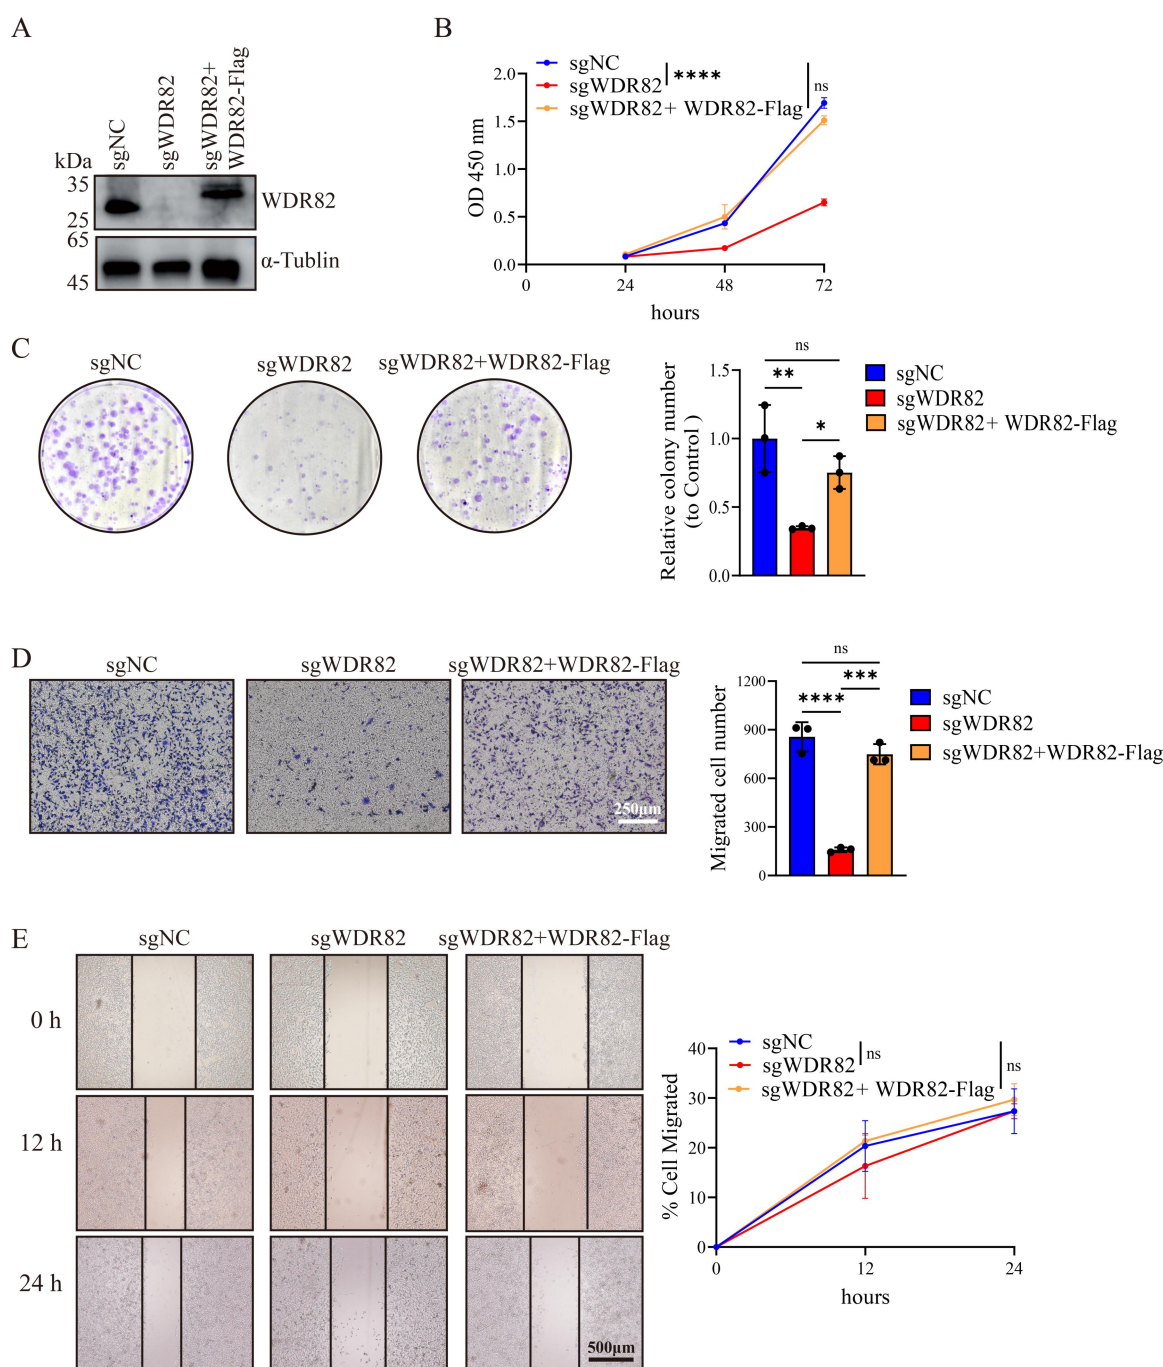

Supplementary Figure 1

***Wdr82* ablation in 4T1 cell inhibits cell proliferation and invasion *in vitro*.** (A) WB analysis of WDR82 expression in *Wdr82*<sup>-/-</sup> (sgWDR82), *Wdr82*<sup>-/-</sup> transfected with pcDNA3.1-WDR82-flag (sgWDR82+WDR82-Flag) or control (sgNC) 4T1 cells. The 4T1 cells transfected with empty vector were used as control. (B) CCK8 analysis of indicated cells (n=3). (C) Colony formation of indicated cells (n=3). (D) Transwell

assay of indicated cells (n=3, scale bar, 250 $\mu$ m). (E) Wound healing assay of indicated cells (n=3, scale bar, 500 $\mu$ m). Data show the mean  $\pm$  SD of biological replicates or are representative graphs of three (**A**, **C-E**) independent experiments. Two-way ANOVA (**B**, **E**) or one-way ANOVA with Tukey's multiple comparison (**C-D**). \*\*p<0.01, \*\*\*p<0.001, \*\*\*\*p<0.0001, ns, not significant.

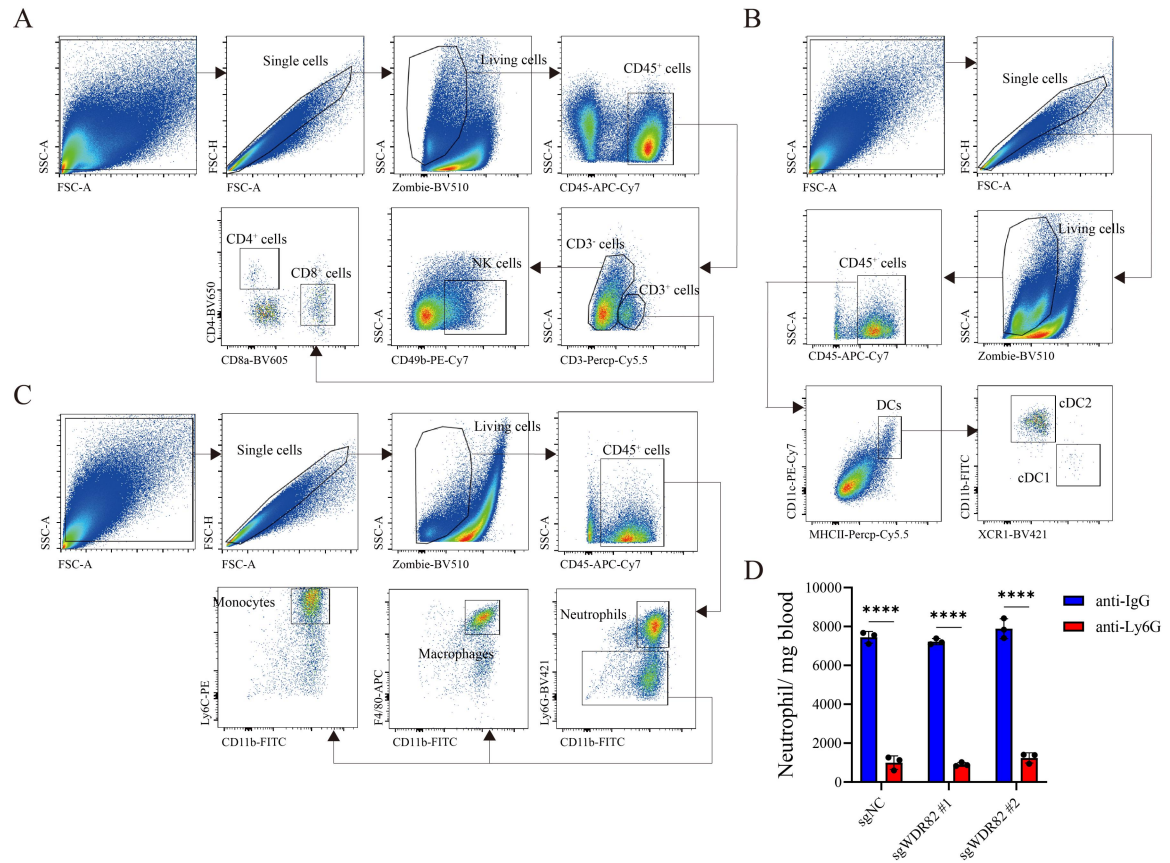

Supplementary Figure 2

***Wdr82* loss promotes tumor progression through elevating neutrophil infiltration.**

(A-C) The gating strategy for analyzing tumor infiltrating lymphoid cells (A), DCs (B) and myeloid cells (C). (D) Number of neutrophils in peripheral blood from mice with indicated treatment (n=3). Data show the mean  $\pm$  SD of biological replicates. Two-way ANOVA (D). \*\*\*\*p<0.0001.

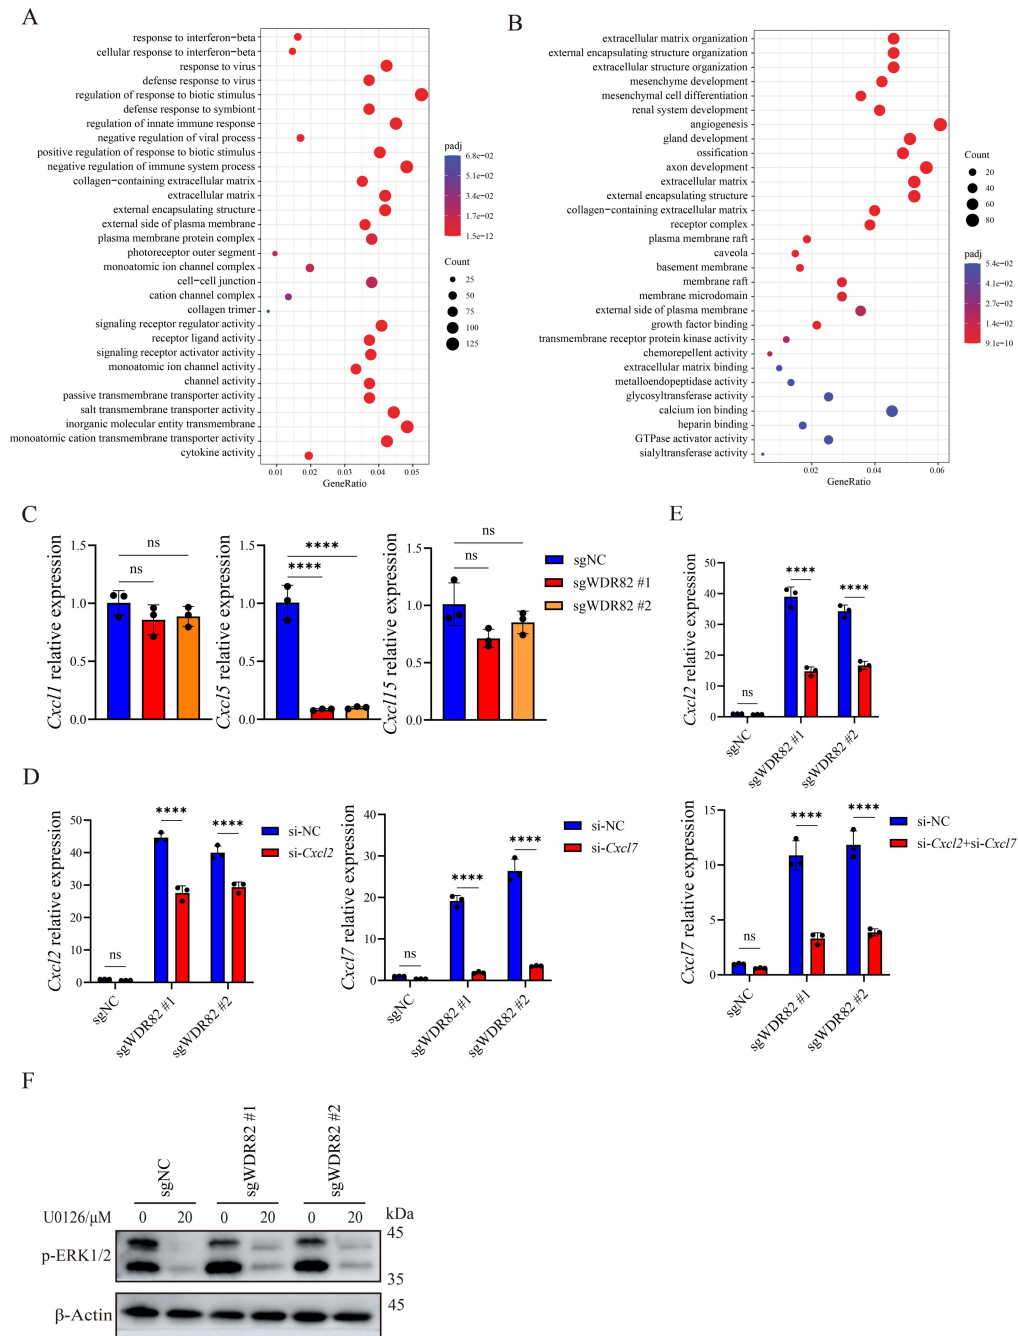

Supplementary Figure 3

***Wdr82* knockout promotes CXCL2/CXCL7 expression through increasing ERK activation.** (A) GO analysis showing enrichment of up-regulated genes in *Wdr82*<sup>-/-</sup> 4T1 cells from bulk RNA-seq analysis (n=3). 

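Of 35 interferon-stimulated genes on a list written before the data were examined, among them *Isg15* and *Ifit1*, 34 were higher in the average of both knockout lines than in control and none lower, also adjusted over the list alone. Each of these 34 was higher in both k28 and k49. The median log2 fold change of the list was 4.69 (adjusted p = 1.05e-80 from limma's camera with Benjamini-Hochberg adjustment), and with the correlation between genes estimated from the data the adjusted p was 5.86e-06, the largest of its alternatives. Several of these genes, such as *Oas1a* and *Ifit1*, belong to families of similar sequence, so their separate counts are less certain than the list as a whole. Of 59 tested ion channel genes, 35 were higher and 20 lower, with a median log2 fold change of 1.06, and this list was not called (adjusted p = 0.262 from camera). The largest rises among genes called in both lines included *Atcay*, *Prl3d2*, *Serpinb2* and *Pla2r1*, none with a count in the 3 control libraries. *Atcay* (ENSMUSG00000034958, chromosome 10 from 81204508 to 81230833) reached 24.5 ± 1.59 CPM (SD, n = 3) in k28 and 32.9 ± 0.559 in k49, at least 413-fold and 560-fold higher than control. *Serpinb2* reached 34 ± 1.42 CPM in k28 and 17 ± 1.01 in k49, at least 576-fold and 289-fold higher. For *Prl3d2* and *Pla2r1* the summed counts were 1061 and 581 in k28 and 1691 and 966 in k49. *Prl3d2* has close copies in the genome, so its count is uncertain. *Wdr82* was not lower in the libraries labelled k49.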

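Of 53 tested genes of the extracellular matrix, on a list that holds collagens, laminins and enzymes that act on them, 24 were higher and 26 lower in the average of k28 and k49 than in control, also adjusted over the list alone. Their median log2 fold change was -0.15, and the list was not called (adjusted p = 0.335 from limma's camera with Benjamini-Hochberg adjustment). With at least 10 counts in every sample it was called lower (adjusted p = 0.00117 from camera). Of 33 cell cycle genes, 26 were lower and 5 higher, with a median of -0.34 (adjusted p = 0.000678 from camera), a call that was lost with the correlation estimated from the data. The largest falls among genes called in both lines included *Spry1*, *Ibsp*, *Steap4* and *Cited4*. *Steap4* (ENSMUSG00000012428, chromosome 5 from 7960457 to 7982213) had 79.5 ± 1.57 CPM (SD, n = 3) in control, 0.394 ± 0.0942 in k28 and 0.264 ± 0.131 in k49. *Spry1* went from 1107 counts in control to 8 in k28 and 1 in k49, *Ibsp* from 587 to 1 and 4, and *Cited4* from 377 to 2 and 1. The paper describes WDR83 as a structural homolog of WDR82 and cites a report that it binds MEK1/2 and promotes ERK signaling. *Wdr83* had log2 fold changes of -0.66 in k28 and -1.03 in k49 (adjusted p = 4.59e-05 and 1.75e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The libraries labelled k49 did not have less *Wdr82* transcript than control.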

(B) GO analysis showing enrichment of down-regulated genes in *Wdr82*<sup>-/-</sup> 4T1 cells from bulk RNA-seq analysis (n=3). (C) qRT-PCR analysis of *Cxcl1* (left), *Cxcl5* (middle) or *Cxcl15* (right) expression in *Wdr82*<sup>-/-</sup> or Control 4T1 cells (n=3). (D) qRT-PCR analysis of *Cxcl2* (left) or *Cxcl7*

(right) expression in *Wdr82*<sup>-/-</sup> or control 4T1 cells transfected with si-NC, si-*Cxcl2* or si-*Cxcl7* (n=3). (E) qRT-PCR analysis of *Cxcl2* (up) or *Cxcl7* (down) expression in *Wdr82*<sup>-/-</sup> or control 4T1 cells transfected with si-NC or si-*Cxcl2* + si-*Cxcl7* (n=3). (F) WB analysis of ERK phosphorylation in *Wdr82*<sup>-/-</sup> or control 4T1 cells pre-treated with U0126 or DMSO for 1 hour followed by EGF treatment. Data show the mean  $\pm$  SD of biological replicates or are representative graphs of three (F) independent experiments. One-way ANOVA with Tukey's multiple comparison (C) or two-way ANOVA (D-E). \*\*\*\*p<0.0001, ns, not significant.

## Supplementary Table 1-2

Supplementary Table 1 sgRNAs used for *Wdr82* knockout

| Gene name            | Oligonucleotides                                                         |
|----------------------|--------------------------------------------------------------------------|
| <i>Wdr82-sgRNA-1</i> | Fw: 5'-CACCAACTGCCAGGTAATGGTACC-3'<br>Rv: 5'-AAACGGTACCATTACCTGGCAGTT-3' |
| <i>Wdr82-sgRNA-2</i> | Fw: 5'-CACCTAGGGCCTCATGCATCTACA-3'<br>Rv: 5'-AAACTGTAGATGCATGAGGCCCTA-3' |

Supplementary Table 2 Primers used for qRT-PCR assays

| Gene name     | Oligonucleotides                                                    |
|---------------|---------------------------------------------------------------------|
| <i>Actb</i>   | Fw: 5'-GGCTGTATTCCCCTCCATCG-3'<br>Rv: 5'-CCAGTTGGTAACAATGCCATGT-3'  |
| <i>Cxcl1</i>  | Fw: 5'-CTGGGATTACCTCAAGAACATC-3'<br>Rv: 5'-CAGGGTCAAGGCAAGCCTC-3'   |
| <i>Cxcl2</i>  | Fw: 5'-CCAACCACCAGGCTACAGG-3'<br>Rv: 5'-GCGTCACACTCAAGCTCTG-3'      |
| <i>Cxcl5</i>  | Fw: 5'-TCCAGCTCGCCATTCATGC-3'<br>Rv: 5'-TTGCGGCTATGACTGAGGAAG-3'    |
| <i>Cxcl7</i>  | Fw: 5'-CTCAGACCTACATCGTCCTGC-3'<br>Rv: 5'-GTGGCTATCACTTCCACATCAG-3' |
| <i>Cxcl15</i> | Fw: 5'-CAAGGCTGGTCCATGCTCC-3'<br>Rv: 5'-TGCTATCACTTCCTTTCTGTTGC-3'  |
| <i>Wdr82</i>  | Fw: 5'-GTGTTCCGCGAGAACTCAGAC-3'<br>Rv: 5'-TCATAGAGCACGATGGAGTCA-3'  |

How the deposited data were processed for this re-analysis (not part of the article)

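Bulk RNA was sequenced from 9 cultures of 4T1: 3 of control cells and 3 of each of 2 lines labelled as *Wdr82* knockout, k28 and k49. The *Wdr82* transcript was lower in k28 and not in the libraries labelled k49. Libraries were enriched for poly(A) RNA, and the authors counted the reads on each gene and deposited these counts without normalization. The aligner, the counting tool and the strand setting are not named in the paper's text. Gene positions were those of GRCm38: 54495 identifiers were shared with GENCODE M21, of which 53585 had an identical position. All columns with values per sample were used.

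Totals ran from 15531215 to 17233241 counts. A gene without a count in the 3 libraries of a group was given a floor of 3 counts, and a fold against it is a lower bound that covers counting error only. Pairs of replicate libraries differed by more than sampling noise, with a chi-square per degree of freedom of 3.36 to 5.70, so that no library is a copy of another.

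Genes were filtered with edgeR's filterByExpr by group (minimum count 10, minimum total count 15), which left 15488 genes. Counts were scaled with TMM and fitted with edgeR 4.0.16 (glmQLFit) in R 4.3.3, with 1 term per group and 1 dispersion shared by the 3 groups. Contrasts were k28 against control, k49 against control, the average of both knockout groups against control, and k28 against k49. A gene was called at a Benjamini-Hochberg adjusted p below 0.05. The standard error of a log2 fold change is its size divided by the square root of the F statistic. Tests of single genes rest on this fit, since an exact permutation test of 3 against 3 samples cannot give a p below 0.1.

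Gene lists were tested with camera (limma 3.58.1, preset correlation 0.01), with adjustment over 11 lists: chemokine ligands, CXCR2 ligands, promoters of chemokine production, ERK output, ERK feedback and early response, MAPK activators, interferon-stimulated genes, matrix genes, ion channels, cell cycle genes and leukocyte markers. The lists were written by hand before the data were examined, because the gene sets of the study were not among the inputs. The paper's methods name ClusterProfiler and a ranking by log fold change and adjusted p; the alternative closest to it was preranked enrichment with fgsea 1.28.0. Lists of epithelial, mesenchymal, Y-linked, X inactivation, germline, trophoblast and olfactory receptor genes were used only for the closing section.

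The genes were chosen among those the paper names, the chemokine ligands called in both lines in the same direction, the called members of the ERK output and CXCR2 ligand lists, and the 5 largest rises and 5 largest falls of the average contrast. The largest changes were taken among genes called in both lines in the same direction, with every knockout library beyond every control library and at least 5 CPM in the higher group. *Ccl2*, *Phlda1*, *Xist*, *Epcam*, *Krt8*, *Krt18*, *Grhl2*, *Ptprc*, *Itgam*, *Lyz2*, *Tyrobp*, *Fcer1g* and *Laptm5* were named after their values were seen. The CPM of single genes and of the summed CXCR2 ligands at the claims are scaled with TMM. In the closing section, the CPM of marker lists, leukocyte transcripts, olfactory receptor genes and genes switched on are counts per library total without TMM.

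Alternatives were RLE and upper-quartile size factors, DESeq2 1.42.0, no filter on low counts, at least 10 counts in every sample, protein-coding genes, a minimum log2 fold change of 1, an adjusted p below 0.01, fits of the compared groups alone, the replicate number as a block, and each library left out in turn. For gene lists they also included fry and an estimated correlation. The design, the 11 lists tested with camera and these alternatives were set before the data were examined. The lists used only for the closing section were written later, before their genes were looked at except that the trophoblast list followed a look at *Prl3d2*, and the olfactory receptor genes a look at 2 of them. In the tests of technical explanations, the limits that separate one reading from the other (such as 1 CPM for leukocyte transcripts) were set after the values were seen. Folds relative to *Actb* were added after the values were seen.

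The fit was tested on simulated counts in which 200 genes were changed. Over 14958 genes it recovered 81% of them in k28, 80.5% in k49 and 84% in the average, with 8, 5 and 6 false calls. Far fewer genes were changed in these counts than were called in the data. The simulation therefore does not show how the fit and its scaling perform when most genes change, which matters most for small fold changes. Genome tests were run in Python 3.11.15 with scipy 1.17.1 and statsmodels 0.14.6. Experiments other than RNA-seq were not analysed here.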

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

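The tests of a lower depth, of control libraries under a k49 label, of the spread of olfactory receptor counts, of silent genes near expressed genes, of single epithelial markers, of the blocks of chromosome 18 and of calls without the chromosome medians were chosen only after the result was seen.

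*Wdr82* differed between the knockout lines, with a log2 fold change of k28 against k49 of -2.15 (standard error 0.05, adjusted p = 1.9e-17 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), lower in 3 of 3 k28 libraries. If the libraries labelled k49 were control libraries, they would differ from control in few genes, but 12058 genes were called in k49 against control, which argues against that label error. A knockout that leaves the level of the transcript as it is stays open and was not tested, and so do cells of another origin than the label states, which the marker genes below do not decide.

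Genes called in opposite directions in k28 and k49 numbered 277, and all 277 were also called in k28 against k49 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these, 162 were higher in k28 and 115 higher in k49. Among chemokine ligands this held for *Ccl2*, with a difference of 1.02 on the log2 scale (adjusted p = 1.42e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment): it was higher in 3 of 3 libraries of k28 and lower in 3 of 3 of k49 than in control. In k28 against k49, 7352 genes were called, and 1 of the 10 splits of these 6 libraries, the real one, gave as many, a design that cannot show a share below 0.1. The lines were expanded from single cells, and differences between single cells and differences in the edit are confounded in this design.

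A further 125 genes without a count in the 3 control libraries had at least 1 CPM in all 6 knockout libraries, against 0 genes off in k28 and 1 gene off in k49 that both other groups expressed at that level. A lower depth of control is argued against: after thinning every library to the smallest total, the lowest knockout library still had 22460 genes with a count, and the highest control library 18991. Genomic DNA was tested first by the summed counts of 1107 olfactory receptor genes, set before these sums were looked at but after 2 of the genes were seen among the largest falls, and the sums did rise, from 6.35 ± 0.94 CPM (SD, n = 3) in control to 20.7 ± 0.725 in k28 and 29.8 ± 0.523 in k49, as genomic DNA would give. A later look at their spread argued against it: 939 of these genes had no count in the knockout libraries, 10 genes took 58.5% of the counts, and the variance over the mean was 439.69 where a share by length would give a value near 1. They had 0.702 counts per kb, against at least 14.85 in each of the 125 genes. Transcription running past the ends of expressed genes was tested with silent genes downstream and upstream of expressed genes. How the counting treated strands is not known, so genes on both strands were taken together: 11.08% of 785 silent genes within 10 kb downstream gained a count in all 6 knockout libraries, against 12.93% of 1106 as close upstream (odds ratio 0.839, 95% interval 0.632 to 1.115, Fisher's exact test, two-sided, p = 0.253). Windows of 5 and 50 kb gave odds ratios of 0.728 and 0.842, neither called. Silent genes far from expressed genes gained less often, 2.97%, so being near an expressed gene goes with a gain, upstream as well as downstream. Since gains were raised on both sides, comparing the sides does not decide whether transcription beyond expressed genes gave the gains near them. Of the 125 genes, 98 overlapped no expressed gene and lay farther than 10 kb from any, and 66 farther than 50 kb. This argues against transcription running up to 10 kb past an end as the source for these 98. Cells of another type or sex cannot be excluded. The epithelial markers summed to 1077 ± 15 CPM in control, 692.326 in k28 and 705 in k49, but their members went both ways: of 15, 7 were higher and 3 lower in every knockout library than in every control library. *Krt8* and *Krt18* make up most of the sum and stayed abundant in all 9 libraries; without them it rose from 101 CPM to 191 in k28 and 180 in k49, and *Grhl2* went from at most 5 counts in a control library to at least 400 in a knockout library. Meanwhile Y-linked genes had no count and *Xist* rose from 0.323 to 4.19 and 10.1 CPM. A response to the loss of WDR82 remains a hypothesis beside these.

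Well expressed genes on chromosome 18 shifted together, with a median log2 fold change of 0.51 in the average contrast over 250 genes, 0.58 in k28 and 0.45 in k49. All 4 blocks of the chromosome shifted, from 0.43 to 0.67 in k28. The medians of chromosomes 9 and 14 were -0.49 and -0.44. Chromosome explained 2.79% of the variance of the log2 fold changes, against at most 2.75% when the order of genes was rotated. Copy number differences may underlie such shifts, and how many calls they account for stays open. With each chromosome's median taken off, 7815 of 10020 genes were called, against 8025 before, and 86.5% of the 8025 were called again in the same direction, which is below the limit of 90% set after the values were seen. Copy number changes smaller than a chromosome were not tested. No biological explanation of the chromosome shifts was tested.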

How the results depend on the processing

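With a minimum absolute log2 fold change of 1, the calls fell to 5047 in k28 (3462 higher, 1585 lower), 5630 in k49 (3722 higher, 1908 lower), 5295 in the average (3588 higher, 1707 lower), 1287 in k28 against k49 (395 higher, 892 lower) and 4387 shared by both lines (3153 higher, 1234 lower). The lower counts follow from the stricter threshold, which also raised the share of higher calls in each line. Under the other alternatives each of these counts stayed within 1.5 times its main value. Leaving out each library in turn gave 11378 to 11905 calls in k28, 11838 to 12486 in k49, 12135 to 12511 in the average, 6476 to 7519 in k28 against k49, and 9761 to 10032 shared calls.

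The correlation across genes of the log2 fold changes of both lines was 0.9086 with at least 10 counts in every sample. It was 0.9409 to 0.9501 across the 9 fits that each left out 1 replicate, which tested 15888 to 16134 genes because smaller groups loosen the filter. Over the genes that passed the filter with 9 libraries, the 3 fits without a control library gave 0.9551 to 0.9553, above the main value of 0.9527, and the 6 fits without a knockout library 0.9466 to 0.9516, below it, so the filter accounts for part of the drop at most in the latter.

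With fry in place of camera, the adjusted p was 2.389e-05 (higher) for chemokine ligands, 0.01196 (lower) for CXCR2 ligands, 4.914e-07 (higher) for promoters of chemokine production, 0.0383 (lower) for ERK output, 0.02585 (higher) for ERK feedback and early response, 0.0001301 (lower) for MAPK activators, 0.0001301 (lower) for matrix genes, 3.702e-06 (higher) for ion channels and 2.389e-05 (higher) for leukocyte markers. Fry asks whether a list changes at all, and most genes did. Without a filter the adjusted p was 0.03784 (higher) for chemokine ligands, and with at least 10 counts in every sample it was 0.001169 (lower) for matrix genes; the cause was not tested. With an estimated correlation, the adjusted p of the cell cycle list was 0.1295. Adjusted p ranged over all alternatives from 2.39e-05 to 0.691 for chemokine ligands, 0.00013 to 0.757 for matrix genes and 9.99e-10 to 0.13 for cell cycle genes. Leaving out each library changed no call of a list.

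Among 88 log2 fold changes of named genes in 1366 alternatives set before the data were examined, 1340 kept direction and side of the threshold, 22 lost the call, 4 gained one and none reversed. Among them were *Ccl9* in k49, *Ccl20* and *Dusp6* in k28, and *Epha4* in both lines. Relative to *Actb*, a scale added after the values were seen, the log2 fold change of *Cxcl1* in k49 reversed to 0.18, since *Actb* fell more.

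The odds ratio of a higher call for genes within 10 kb downstream of an expressed gene was 0.82 and became 1.251 without a filter on low counts. Against genes as close on the opposite strand, the unfiltered odds ratio was 1.003, and for both strands against genes as close upstream, added after the values were seen, 0.816. The cause of the reversal was not tested.

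Libraries that share a replicate number did not deviate together (correlations from -0.023 to 0.083). With the replicate number as a block, 11779 genes were called in k28, 12215 in k49, 12388 in the average, 7681 in k28 against k49 and 10105 in both lines, and of 107 results 106 kept their call, with *Dusp6* in k28 gained.

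Fits with RLE and upper-quartile size factors and DESeq2 moved the share of higher calls by less than 10 percentage points. Depth limits the ligands with few control counts, such as *Cxcl3*, *Pf4* and *Ccl4*, whose folds are imprecise.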

Differences from the paper's values

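The folds of the paper are qRT-PCR values read by eye from its figures, and those given beside them are RNA-seq folds of the average of k28 and k49 against control, since lines #1 and #2 could not be matched to the libraries. A fold was taken to differ where it was more than 1.5 times the other and the gap exceeded the replicate SD; for *Cxcl2*, where a control library has only 3 counts, the ratio alone decided. The paper's qRT-PCR is normalized to *Actin*, so folds relative to *Actb*, chosen after seeing the values, are given too. *Cxcl2* rose 66.4-fold here, or 92.3-fold relative to *Actb*, against the paper's about 27 for #1 and about 21 for #2 in Fig. 4D, read by eye. It also differed from the paper's about 39 in Fig. 4G, about 40 for #2 in Supplementary Figure 3D, and about 39 for #1 and about 34 for #2 in Supplementary Figure 3E, read by eye. The alternatives set before the data were examined ranged from 55.2 to 93.8-fold. Of these, the fit without control replicate 1 (55.2-fold) did not differ from the values of about 39 and about 40, nor the fit without control replicate 3 (60.0-fold) from that of about 40; none closed the other gaps. The SD of the fold was 36.2, so the gaps to about 34, about 39 and about 40 lie within it. The paper's about 45 for #1 in Supplementary Figure 3D, read by eye, did not differ, but it did with RLE (67.6-fold) and upper-quartile size factors (70.1-fold), DESeq2 (68.7-fold), without control replicate 2 (93.8-fold) and relative to *Actb*. The fold found here rests on 15 control counts in 3 libraries.

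*Ppbp*, the paper's *Cxcl7*, rose 20.5-fold here, or 28.5-fold relative to *Actb*, chosen after seeing the values, against the paper's about 12 for #1 in Fig. 4D and about 11 and about 12 in Supplementary Figure 3E, read by eye. None of the alternatives set before the data were examined, from 18.1 to 24.2-fold, closed these gaps. The paper's values of about 16 for #2 in Fig. 4D, about 15 in Fig. 4G and about 19 and about 26 in Supplementary Figure 3D, read by eye, did not differ, though those of about 16 and about 15 did without control replicate 2 (24.2-fold) and relative to *Actb*.

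*Cxcl5* was at 0.065 of control here, or 0.0904 relative to *Actb*, chosen after seeing the values, which does not differ, against the paper's about 0.10 for #2 in Supplementary Figure 3C, read by eye. Of 16 alternatives set before the data were examined, 13 differed from the paper's value; upper-quartile size factors (0.0687), at least 10 counts in every sample (0.0698) and the fit without k49 replicate 2 (0.0667) did not. The paper's about 0.08 for #1 did not differ, nor did *Cxcl1*, at 0.604 here, or 0.840 relative to *Actb*, against the paper's about 0.86 for #1 and about 0.89 for #2 in Supplementary Figure 3C, read by eye. The latter did differ without a filter (0.582), without control replicate 3 (0.585) and without k49 replicate 3 (0.588).

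The paper reports chemokine production and ERK activation as higher by enrichment of gene sets (Figure 4A, Figure 5A). The lists tested here are not those sets, and none of the chemokine or ERK lists was called in the main test: adjusted p = 0.262 and 0.202 for the chemokine lists, and 0.799, 0.799 and 0.613 for the ERK and MAPK lists, from camera with Benjamini-Hochberg adjustment. Preranked enrichment, the method closest to the paper's, gave normalized enrichment scores of 1.20 and 1.27 for the chemokine lists, -0.92 and -1.26 for the ERK lists and 0.822 for the MAPK list, none called. Fry called both chemokine lists and the ERK feedback list higher, and the fit without a filter called the chemokine ligands higher. In the other direction, fry called ERK output (adjusted p = 0.0383), MAPK activators (adjusted p = 0.0001301) and CXCR2 ligands (adjusted p = 0.01196) lower. The paper describes its RNA-seq cells as *Wdr82* knockout cells and reports checking its knockout lines by Western blot, which measures protein. The *Wdr82* transcript was lower in k28 and not in the libraries labelled k49. A transcript level neither bears out nor excludes a loss of the protein, so this is not a difference from the Western blot.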

Other observations

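The tests of leukocyte RNA, of a change in the control line and of downstream against upstream genes were chosen only after the result was seen.

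Both knockout lines differed from control in most genes. In k28 and in k49, 1 of the 10 splits of the 6 libraries, the real one, gave as many calls, the fewest this design allows. In the average contrast, 1 of 100 drawn splits of the 9 libraries into 3 groups, the real one, gave as many calls, and for shared calls also 1 of 100; the highest other splits gave 10648 and 9037. Since both lines were compared with the same control libraries, a change in the control line alone may account for part of the shared calls, and the correlation of 0.9527 between the lines cannot be told apart from one, because a second control line is missing from the design. The 7352 calls between the lines show that they differ from each other as well.

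For the interferon-stimulated list, 4 of 100 drawn splits gave a p as small as the real one, the real one included, and for the cell cycle list 25 of 100. These splits are no test of groups without a change, since those that part the control libraries unevenly still carry the difference between control and knockout. Of the 24 other splits that matched the cell cycle list, 23 had a number of control libraries other than 1 in the group taken as control. In the 32 splits with 1 library of each kind in that group, the smallest p was 0.252 for the interferon-stimulated list and 0.23 for the cell cycle list, a comparison made after the result was seen, in which the real differences widen the spread within groups. Whether the cell cycle call goes beyond a random grouping stays open.

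RNA of leukocytes is argued against as the source of *Cxcl2*, *Ppbp*, *Cxcl3* and *Pf4*: of *Lyz2*, *Tyrobp*, *Fcer1g* and *Laptm5*, all abundant in leukocytes, the highest value in a knockout library was 0.483 CPM, and leukocytes would bring all of these. These 4 were chosen among 10 markers after their values were seen. *Ptprc* and *Itgam* go with the explanation: *Ptprc* reached 10.2 CPM, and *Itgam*, without a count in control, 5.65 CPM in k49. Of the 10 leukocyte markers 4 were tested, with 2 higher and 1 lower (adjusted p = 0.613 from camera with Benjamini-Hochberg adjustment). The list of CXCR2 ligands was not called (adjusted p = 0.799 from camera).

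The introduction of the paper gives WDR82 a part in the termination of transcription, and a rise of genes just downstream of expressed genes was tested as a hypothesis set before the data were examined. Of 2054 tested genes within 10 kb downstream on the same strand, 37.8% were called higher, against 42.5% of the others (odds ratio 0.82, Fisher's exact test, two-sided, p = 4.92e-05) and 39.1% of those as close on the opposite strand (odds ratio 0.947, p = 0.427). Without a filter on low counts the odds ratio against all others was 1.251. If the counting ignored strands, the opposite strand is no control, so a comparison added after the values were seen took both strands together: 38.5% of genes within 10 kb downstream were called higher, against 42.8% of those as close upstream (odds ratio 0.836, Fisher's exact test, two-sided, p = 0.00124), and 28.0% against 32.3% without a filter (odds ratio 0.816, Fisher's exact test, two-sided, p = 2.43e-05). No rise of downstream genes beyond that of upstream genes was seen in these comparisons.

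*Epcam*, whose product CD326 the paper uses to sort tumor cells, had at most 1 count in any of the 9 libraries. A list of 57 trophoblast genes, written after *Prl3d2* was seen, summed to 85.0 ± 11.5 CPM (SD, n = 3) in control, 183 ± 6.6 in k28 and 355 ± 2.82 in k49. Germline genes summed to 3.51, 3.26 and 4.60 CPM, and mesenchymal genes to 2809, 1802 and 2223 CPM.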
